# ADAP-METTL3 modulates the inflammatory responses of macrophages via m^6^A modification of *Spry1*

**DOI:** 10.1038/s41419-025-08008-x

**Published:** 2025-10-07

**Authors:** Anqi Dong, Pengchao Zhang, Fan Yang, Yanqi Wang, Hebin Liu

**Keywords:** Methylation, Inflammation

## Abstract

While *N*^*6*^-methyladenosine (m^6^A) RNA modification is implicated in macrophage inflammatory responses, its regulatory mechanisms remain elusive. Our prior studies demonstrated that a deficiency in the immune adaptor protein ADAP promotes inflammation in TLR4-stimulated macrophages. Here, we show that ADAP binds to METTL3, and depletion of *Mettl3* alleviates the hyperinflammation in *Adap*^*−/−*^ macrophages, indicating METTL3 counteracts the anti-inflammatory function of ADAP in macrophages. Furthermore, LPS induces the METTL3-dependent m^6^A methylation of *Spry1* mRNA in macrophages in the A^6988^ within the motif GGACU, which is further potentiated upon the depletion of ADAP. Moreover, this positive effect of ADAP deficiency on LPS-induced m^6^A methylation of *Spry1* mRNA is dependent on IGF2BP2, which specifically binds to and stabilize the m^6^A modified *Spry1* mRNA that contributes to an exacerbation of the inflammation in *Adap*^*−/−*^ macrophages via NF-κB activation in macrophages. Together, our findings unveil a reciprocal inhibition between ADAP and METTL3 that fine-tunes the inflammatory responses of macrophages via modulation of the m^6^A methylation of *Spry1* mRNA.

## Introduction

The macrophage, a versatile immune cell present in most tissues, plays a central role in orchestrating inflammatory responses in tissues and contributes significantly to the development and pathogenesis of inflammation-associated diseases [1–3]. In response to microenvironmental cues, macrophages undergo dynamic switches in phenotype and function to be polarized into classically activated (M1) or alternatively activated (M2) macrophages. M1 macrophages are pro-inflammatory and play a critical role in host defense, while M2 macrophages are associated with anti-inflammatory responses and tissue repair [1, 4].

*N*^6^-methyladenosine (m^6^A) modification, one of the most prevalent internal post-transcriptional modifications of mRNA, is a dynamic and reversible process regulated by m^6^A methyltransferases (“writers”), m^6^A demethylases (“erasers”) and m^6^A-binding proteins (“readers”) [5–8]. The m^6^A methyltransferases complex, mainly including an enzymatic subunit methyltransferase-like 3 (METTL3), METTL14 and Wilms tumor 1-associating protein (WTAP), deposits m^6^A modifications in the conserved RNA consensus motif RRACH (R = G/A; H = U, A/C) [9–11]. Conversely, m^6^A demethylases, such as fat mass and obesity-associated protein (FTO) and AlkB Homolog 5 (ALKBH5), remove m^6^A modifications, ensuring the dynamic regulation of this epigenetic mark [12, 13]. The functional consequences of m^6^A modification are mediated by m^6^A reader proteins, including YT521-B homology domain-containing proteins (YTHDF1/2/3 and YTHDC1/2), insulin-like growth factor 2 mRNA-binding proteins (IGF2BP1/2/3) and heterogeneous nuclear ribonucleoprotein (HNRNP). These readers selectively recognize and bind to the m^6^A-modified transcripts, regulating mRNA stability, translation efficiency, and other post-transcriptional processes [14].

m^6^A modification plays a crucial role in regulating macrophage-mediated inflammation [15]. *Mettl3-*deficient macrophages showed reduced TNF-α production upon LPS stimulation in vitro. Furthermore, *Mettl3*^*flox/flox*^*Lyz2-Cre*^*+/−*^ mice exhibited heightened susceptibility to bacterial infections [16]. Consistently, myeloid cell-specific METTL3 deletion negatively regulated the inflammatory response and attenuated the progression in atherosclerosis [17]. These studies collectively indicated that METTL3 acts as a positive regulator of macrophage activation. However, there are inconsistent reports about the function of METTL3. It has also been reported that METTL3 knockdown significantly promoted the production of pro-inflammatory cytokines, such as TNF-α, IL-6, and nitric oxide (NO) [18]. Together, these findings underscore the complex role of m^6^A regulatory factors in regulating macrophage polarization and function. Despite these, the specific target gene of METTL3-mediated m^6^A modification in the inflammatory responses in macrophages remains poorly understood.

Adhesion and degranulation-protein adapter protein (ADAP, also known as FYB), is a hematopoietic cell-specific immune adapter protein encoded by the *Fyb* gene [19]. In macrophages, ADAP participates in both inside-out and outside-in integrin signaling and actin remodeling through the ADAP/SKAP2/Sirpα complex [20]. Our prior studies demonstrated that ADAP-deficient mice exhibit enhanced M1 polarization and heightened expression of pro-inflammatory cytokines in macrophages. Moreover, ADAP regulates the polarization and phagocytic ability of macrophages via interacting with STAT family members, specifically STAT3 and STAT1 [21, 22]. This prompted us to investigate whether m^6^A modification may contribute to the hyper-inflammatory phenotype observed in ADAP-deficient macrophages. In this study, we demonstrate that myeloid cell-specific *Mettl3* knockout ameliorates the hyper-inflammatory response of macrophages caused by ADAP deficiency in vitro and in vivo. Mechanically, we show that ADAP interacts with METTL3, and its deficiency potentiates the LPS-induced m^6^A methylation in the coding sequences (CDS)_4299_–_8747_ of *Spry1* transcripts. This m^6^A modification stabilizes *Spry1* mRNA in an IGF2BP2-dependent manner in macrophages, leading to an exacerbation of the inflammation in ADAP-deficient macrophages by activating NF-κB pathway. Our findings uncover a novel epigenetic mechanism underlying the regulatory role of ADAP in macrophage inflammatory responses.

## Results

### ADAP interacts with METTL3 in the cytoplasm of macrophages

To explore the potential link between ADAP and m^6^A methylation during inflammatory response in macrophages, the expression levels of key m^6^A regulatory components in PMs were analyzed. Specifically, the levels of m^6^A writers (METTL14, METTL3, WTAP, VIRMA, RBM15, and ELF3), erasers (FTO and ALKBH5), and readers (HNRNPC, YTHDF1/2/3, and IGF2BP1/2/3) in PMs from WT and *Adap*^*−/−*^ mice were examined after LPS stimulation or mock treatment. RT-qPCR results demonstrated that ADAP deficiency did not significantly alter the mRNA levels of these m^6^A regulators, regardless of LPS stimulation (Fig. S1A–O). In addition, there were no remarkable changes in the protein levels of the core m^6^A methyltransferase complex (METTL3, METTL14, and WTAP) or the main demethylase (FTO and ALKBH5) between WT and *Adap*^*−/−*^ PMs, with or without LPS treatment (Fig. S1P).

Given the role of METTL3 in the m^6^A methyltransferase complex, we investigated whether other complex subunits, such as METTL14 and WTAP, also interact with ADAP. To this end, HEK 293 T cells were co-transfected with plasmids encoding FLAG-METTL3, FLAG-METTL14, MYC-WTAP, and HA-ADAP, followed by co-immunoprecipitation (co-IP) assays using an anti-HA antibody. Intriguingly, in vitro pull-down assays revealed that ADAP specifically interacts with FLAG-METTL3 but not with FLAG-METTL14 or MYC-WTAP (Fig. 1A). This specific interaction was further confirmed by reciprocal co-IP assays using FLAG-METTL3 and HA-ADAP in HEK 293 T cells (Fig. 1B, C). To further investigate the interaction between ADAP and METTL3 during the inflammatory response in macrophages, whole-cell lysates from WT iBMMs with or without LPS stimulation were subjected to immunoprecipitation by an anti-ADAP antibody, followed by immunoblotting with METTL3 antibody, revealing an association between endogenous ADAP and METTL3 (Fig. 1D). Immunofluorescence imaging showed that while under resting condition, a substantial portion of ADAP colocalized with METTL3 in the cytoplasm of macrophages, upon LPS stimulation, the majority of co-localization of ADAP with METTL3 was observed near the nucleus, wherein the level of their co-localization was increased. Furthermore, ADAP deficiency promoted METTL3 nuclear translocation, which was further potentiated upon LPS treatment (Fig. 1E).

**Fig. 1:**
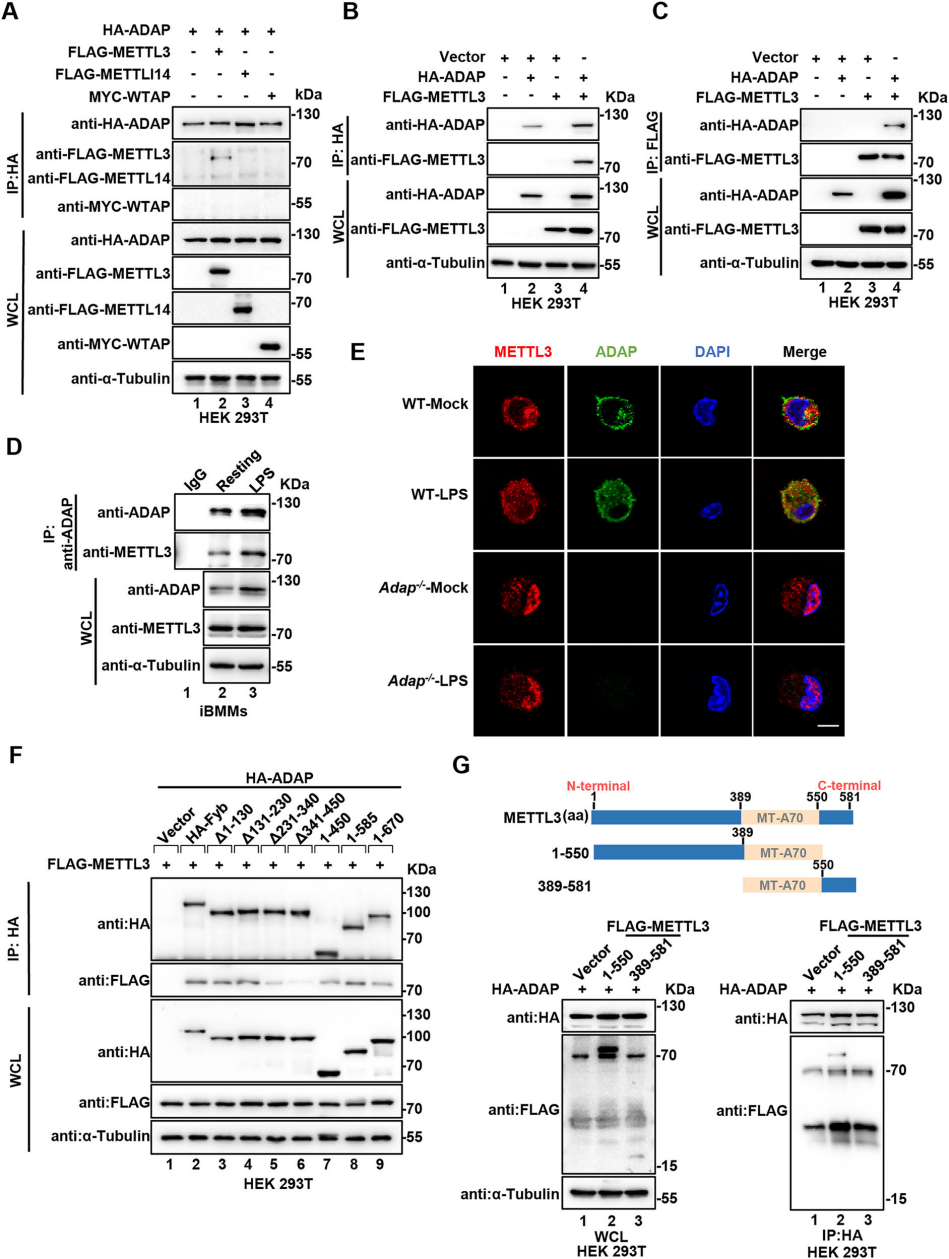
ADAP interacts with METTL3 but not METTL14 or WTAP in the cytoplasm. **A** HEK 293T cells were co-transfected with HA-ADAP, FLAG-METTL3, FLAG-METTL14, MYC-WTAP, or empty vector constructs. Forty hours post transfection, cell lysates were subjected to immunoprecipitation with an anti-HA antibody, followed by immunoblotting with the indicated antibodies. **B**, **C** HEK 293T cells were co-transfected with empty vector, FLAG-METTL3, or HA-ADAP plasmids for 36 h. Cell lysates were immunoprecipitated using either an anti-HA antibody (**B**) or an anti-FLAG antibody (**C**), followed by immunoblotting with the indicated antibodies. Whole-cell lysates were analyzed to confirm transfection efficiency. **D** iBMMs were either left untreated or stimulated with LPS (1 μg/ml). Twelve hours post stimulation, cells were lysed and subjected to immunoprecipitation (IP) using anti-ADAP or control IgG antibodies. Total and immunoprecipitated proteins were then analyzed by immunoblotting with the specified antibodies, as indicated. **E** Peritoneal macrophages (PMs) from both WT and *Adap−/*− mice were untreated or stimulated with LPS (1 μg/ml, 12 h), followed by immunofluorescence staining. Representative confocal microscopy images show the subcellular distribution and co-localization of ADAP (green) and METTL3 (red), with nuclear staining by DAPI (blue). Scale bar: 10 μm. **F** HEK 293T cells were transiently transfected with the empty vector, FLAG-METTL3, full-length HA-ADAP, or HA-ADAP mutant constructs for 40 h. Whole-cell lysates were immunoprecipitated using an anti-HA antibody, followed by immunoblotting with anti-HA or anti-FLAG antibodies. Anti-α-tubulin was used as a loading control. **G** HEK 293T cells were transfected with empty vector, full-length METTL3, or its truncated mutants, together with HA-ADAP. Forty hours post-transfection, cell lysates were immunoprecipitated using an anti-HA antibody. Immunoprecipitates were separated by SDS-PAGE and immunoblotted with anti-FLAG and anti-HA antibodies. A schematic representation of full-length METTL3 and its truncated constructs is shown.

To delineate the specific region of ADAP responsible for its interaction with METTL3, we generated a series of ADAP truncation mutants and co-expressed them with FLAG-tagged METTL3 in HEK 293T cells for co-immunoprecipitation assays. Our results demonstrated that the amino acid region 341–450 of ADAP is essential for its physical interaction with METTL3 in vitro (Fig. 1F). Furthermore, domain mapping of METTL3 revealed that its N-terminal region (residues 1–389), but not the C-terminal region (residues 551–581), is indispensable for ADAP binding (Fig. 1G). Collectively, these findings provide evidence for a direct physical interaction between ADAP and METTL3 in macrophages, establishing a molecular basis for their functional interplay in regulating inflammatory responses.

### The loss of METTL3 ameliorates the ADAP deficiency-induced hyperinflammatory response of macrophages to LPS stimulation

To investigate whether METTL3-mediated m^6^A methylation contributes to the exacerbated inflammatory response in ADAP-deficient macrophages, peritoneal macrophages (PMs) isolated from WT or *Adap*^*−/−*^ mice were either stimulated with LPS or left unstimulated, followed by treatment with STM2457, a specific inhibitor of METTL3 [23]. RT-qPCR analysis revealed that LPS-induced mRNA expression of pro-inflammatory cytokines, including IL-1β, TNF-α, and IL-6, was significantly elevated in ADAP-deficient PMs compared to WT controls, consistent with our previous findings [22]. Strikingly, METTL3 inhibition markedly attenuated the hyper-inflammatory response in ADAP-deficient PMs, as evidenced by reduced cytokine levels (Fig. 2A–C), indicating that the LPS-induced hyper-inflammatory response of macrophages caused by ADAP deficiency is METTL3-dependent. To further validate these findings, we knocked down METTL3 using siRNA in RAW 264.7 cells (Fig. S2A, B). METTL3 knockdown similarly suppressed the LPS-induced upregulation of IL-1β, TNF-α, and IL-6 in ADAP-deficient macrophages (Fig. 2D–F). Together, these results demonstrate that the loss of METTL3 counteracts the potentiating effect of ADAP deficiency on the induction of pro-inflammatory cytokines in macrophages in response to TLR4 stimulation, highlighting a critical role for METTL3-mediated m^6^A methylation in regulating macrophage inflammatory responses.

**Fig. 2:**
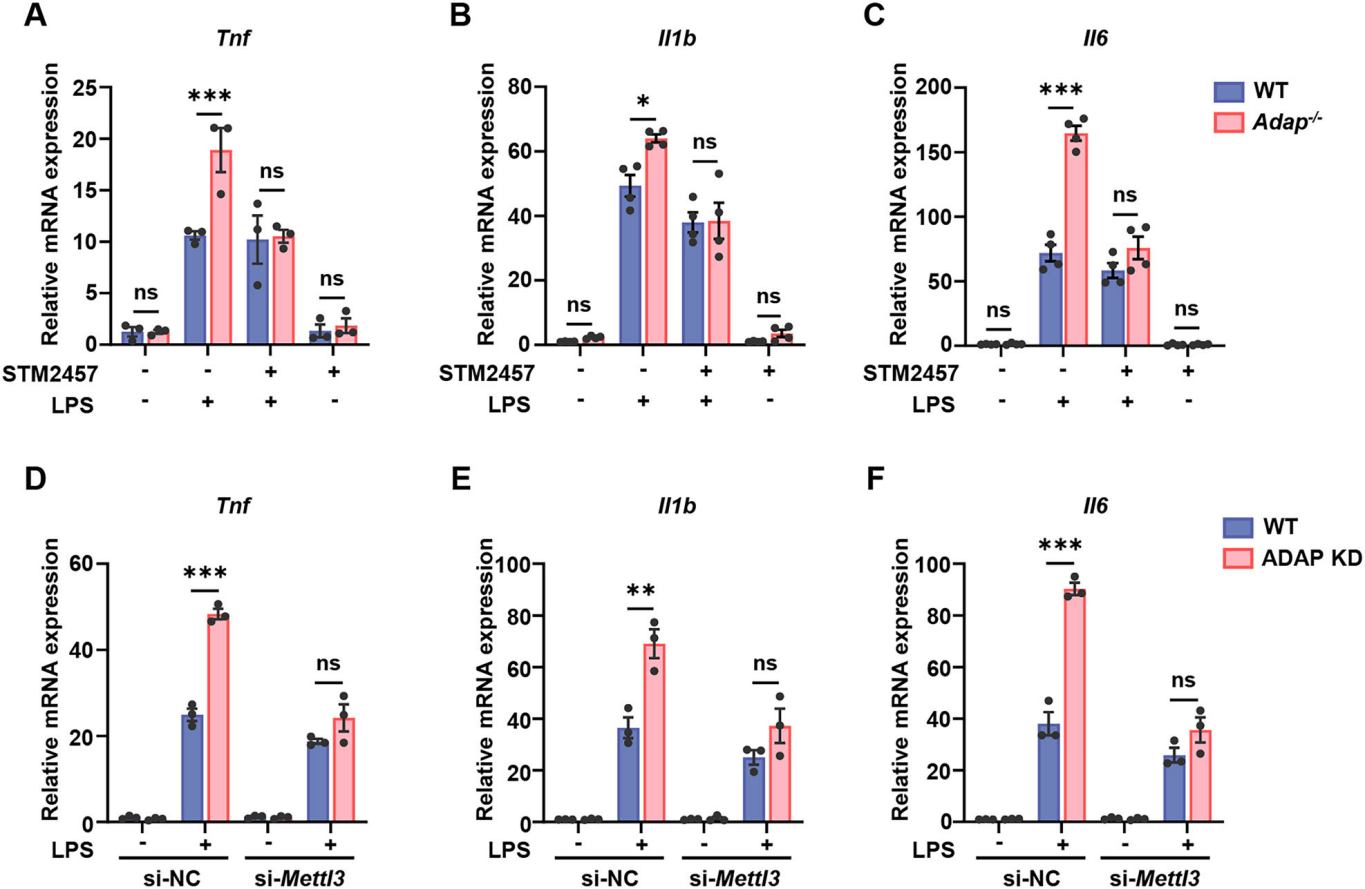
METTL3 counteracts the aggravation of inflammation caused by ADAP deficiency in TLR4-stimulated macrophages. **A**–**C** PMs isolated from WT and *Adap*^*-/-*^ mice were either untreated or treated with the METTL3-specific inhibitor STM2457 (50 μM) for 24 h. Following treatment, cells were either left unstimulated or stimulated with LPS (1 μg/ml) for 6 h. Total RNA was extracted and subjected to RT-qPCR analysis. The mRNA expression levels of TNF-α (A, *n* = 3), IL-1β (B, *n* = 4), and IL-6 (C, *n* = 4) were normalized to *Gapdh* mRNA expression. **D**–**F** WT and ADAP knockdown RAW 264.7 cells were transfected with either control siRNA (si-NC) or METTL3-specific siRNA (si-METTL3) for 24 h, followed by treatment with or without LPS (1 μg/ml, 6 h). Total RNA was extracted, and RT-qPCR analysis was performed to assess the mRNA expression levels of TNF-α (**D**), IL-1β (**E**), and IL-6 (**F**). Relative mRNA levels were normalized to *Gapdh* mRNA expression. All RT-qPCR data are presented as mean ± SEM. *n* = 3. *P* values were determined by a two-way ANOVA with multiple comparison. *P < 0.05, **P < 0.01, and ***P < 0.001.

### METTL3 depletion alleviates the ADAP deficiency-induced inflammatory damages via attenuation of M1 macrophage polarization in mice

To further elucidate the reciprocal relationship between METTL3 and ADAP in macrophage-mediated inflammatory responses in vivo, we generated myeloid-specific *Mettl3* conditional knockout (*cKO*) mice by crossing *Mettl3*^*fl/fl*^ mice with *Lyz2-Cre* mice, effectively abolishing *Mettl3* expression in the myeloid lineage, including macrophages (Fig. S3A, B). Compared to *Mettl3*^*fl/fl*^ (WT) mice, *cKO* mice (*Mettl3*^*fl/fl*^*Lyz2-Cre*^*+/−*^) exhibited significantly reduced METTL3 mRNA and protein levels in PMs and BMDMs, accompanied by decreased global m^6^A levels (Fig. S3C–H). To investigate the combined effects of METTL3 and ADAP deficiency, we generated double knockout (*dKO*) mice (*Mettl3*^*fl/fl*^*Lyz2-Cre*^*+/−*^*Adap*^*−/−*^), which showed marked reductions in both METTL3 and ADAP protein levels in PMs (Fig. S3I, J).

To generate the mouse sepsis inflammation model induced by LPS treatment [24], WT, *Mettl3*^*fl/fl*^*Adap*^*−/−*^ (AKO), *cKO*, and *dKO* mice were intraperitoneally injected with either saline or LPS. After 24 h treatment, inflammatory damage in the lungs, liver, kidney, and serum was evaluated (Fig. 3A). RT-qPCR analysis revealed that LPS-induced mRNA levels of pro-inflammatory cytokines, including TNF-α, IL-1β, and IL-6, were significantly elevated in lung tissues of *Adap*^*−/−*^ mice compared to WT mice. Strikingly, myeloid-specific *Mettl3* deletion attenuated this hyper-inflammatory response (Fig. 3B–D). Consistently, ELISA results showed that serum levels of TNF-α, IL-1β, and IL-6 were significantly higher in *Adap*^*−/−*^ mice than in WT mice following LPS stimulation, whereas *dKO* mice exhibited reduced cytokine levels compared to AKO mice (Fig. 3E–G). In addition, survival analysis revealed that compared with the WT group, the mortality rate in the ADAP deficiency group significantly increased, whereas the METTL3-deficient group showed a markedly reduced mortality rate (Fig. S4A). Histopathological analysis of lung, liver, and kidney tissues via H&E staining revealed more severe LPS-induced tissue injury in ADAP-deficient mice compared to WT, which was ameliorated by *Mettl3* deletion in *dKO* mice (Fig. 3H and Fig. S4B–E). Furthermore, we also used the model of cecal ligation and puncture (CLP), a classic systemic inflammation model that activates the TLR4 receptor [25], to evaluate the function of the ADAP and METTL3. As shown in Supplemental Fig. 5A–F, the CLP mice exhibited significantly increased pro-inflammatory cytokine levels compared with the sham surgery group, which were further exacerbated by ADAP deficiency (bar 5 vs. bar 6). Notably, METTL3 knockout significantly suppressed the expression of pro-inflammatory cytokines in CLP mice. Histopathological analysis also revealed that the degree of tissue damage in the lung, liver, and kidney aligned with and supported conclusions drawn from the findings in the LPS-induced sepsis model (Fig. S5G–I).

**Fig. 3:**
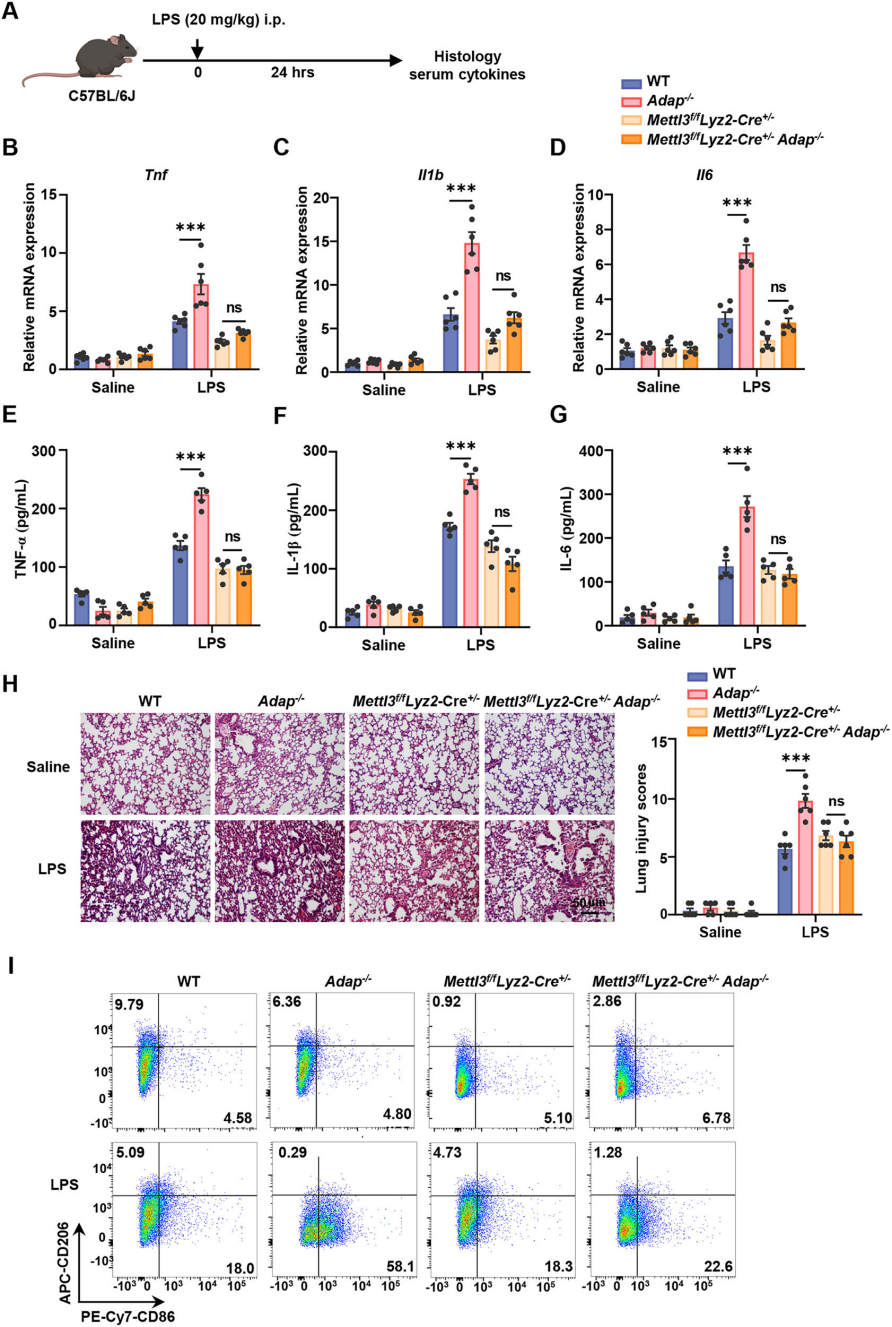
METTL3 depletion ameliorates ADAP deficiency-induced inflammatory damage in mice. **A** Experimental schema for the LPS-induced inflammatory septic mouse model. WT, *Adap*^*−/−*^, *Mettl3*^*f/f*^*Lyz2-Cre*^*+/−*^, and *Mettl3*^*f/f*^*Lyz2-Cre*^*+/−*^*Adap*^*−/−*^ mice were intraperitoneally injected with saline or LPS (20 mg/kg). Twenty-four hours post-injection, lung tissues and serum were collected. Inflammation levels in lung tissues and serum were assayed using RT-qPCR, HE staining, and ELISA. **B**–**D** WT, *Adap*^*−/−*^, *Mettl3*^*f/f*^*Lyz2-Cre*^*+/−*^, and *Mettl3*^*f/f*^*Lyz2-Cre*^*+/−*^*Adap*^*−/−*^ mice were injected with saline or LPS (20 mg/kg) for 24 h. Total RNA was extracted from lung tissues, and RT-qPCR analysis was performed to determine the relative mRNA expression of pro-inflammatory cytokines TNF-α (**B**), IL-1β (**C**), and IL-6 (**D**) (*n* = 6/group). *Gapdh* mRNA was used as an internal control to normalize the gene expression. ***P < 0.001. ns nonsignificant, two-way ANOVA. **E**–**G** WT, *Adap*^*−/*^^−^, *Mettl3*^*f/f*^*Lyz2-Cre*^*+/−*^, and *Mettl3*^*f/f*^*Lyz2-Cre*^*+/−*^*Adap*^*−/−*^ mice were intraperitoneally injected with saline or LPS for 24 h. The levels of TNF-α (**E**), IL-1β (**F**), and IL-6 (**G**) in serum were quantified by ELISA (*n* = 5/group). Data were expressed as mean ± SEM. Statistical significance was determined using two-way ANOVA. ***P < 0.001. ns nonsignificant. **H** Lung tissues from WT, *Adap*^*−/−*^, *Mettl3*^*f/f*^*Lyz2-Cre*^*+/−*^, and *Mettl3*^*f/f*^*Lyz2-Cre*^*+/−*^*Adap*^*−/*^^−^ mice were collected 24 h after intraperitoneal injection of saline or LPS (20 mg/kg) and subjected to HE staining. Scale bars: 50 μm. Quantitative assessment by lung histopathological score was presented (*n* = 6) (right panel). **I** BMDMs were isolated from WT, *Adap*^*−/−*^, *Mettl3*^*f/f*^*Lyz2-Cre*^*+/−*^, and *Mettl3*^*f/f*^*Lyz2-Cre*^*+/−*^*Adap*^*−/−*^ mice, cultured for 7 days in L929-conditioned medium, and treated with or without LPS for 12 h. Cells were stained with CD11b, F4/80, CD86, and CD206. The percentage of CD86^+^CD206^−^ cells (M1 macrophages) is shown in the lower right, and CD86^−^CD206^+^ cells (M2 macrophages) are indicated in the upper left quadrants.

Given the critical role of macrophage polarization in acute inflammation [2], we further assessed the proportions of M1 (CD86^+^) and M2 (CD206^+^) macrophage by flow cytometry. LPS stimulation increased the proportion of CD206^−^CD86^+^ M1-like macrophages in WT BMDMs, an effect exacerbated by ADAP deficiency. Notably, *Mettl3* deletion reduced the percentage of CD206^-^CD86^+^ BMDMs in *dKO* mice compared to *Adap*^*−/−*^ mice upon LPS treatment (Fig. 3I and Fig. S4D). Together, these findings demonstrate that METTL3 deficiency mitigates LPS- and CLP-induced pro-inflammatory cytokines, tissue damage, and M1 macrophage polarization in ADAP KO mice.

### *Spry1* is a target regulated by METTL3-ADAP during the inflammatory response in macrophages

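PMs were collected from thioglycolate-injected WT and *Adap*-/- mice and were either mock-treated or stimulated with 1 μg/ml LPS for 6 h. As a check on the genotype, *Fyb1* (ENSMUSG00000022148, chromosome 15), the gene that encodes ADAP, had 38.6 ± 4.06 normalized input CPM (SD, n = 2) in *Adap*-/- PMs and 363 ± 19.6 (SD, n = 2) in WT PMs after LPS, with a log2 fold change of −3.22 (standard error 0.13, adjusted p = 5.63e-10 from edgeR). On 2 peaks in the CDS of *Fyb1*, from 6609828 to 6610128 and from 6610303 to 6610478, each *Adap*-/- input library had at most 5 reads, whereas each WT input library had at least 254. The IP libraries of *Adap*-/- PMs had at most 8 reads on either peak, except mock replicate 1, which had 59 and 42. The remaining *Fyb1* peaks kept reads in *Adap*-/- PMs, and 1 of them is shared with ENSMUSG00000089647. Each of the 4 groups had 2 replicates, and each replicate gave an input library and an IP library, 16 libraries in total. MeRIP-seq captures RNA fragments with an m6A antibody (the IP library), and a part of the same fragments is sequenced without capture (the input library). The authors deposited a table of peaks merged over all libraries, with the number of reads on each peak in each library and without normalization. It held 7069 peaks annotated to 4943 genes, of which 1330 genes shared at least 1 peak with another gene. The paper's text names neither the aligner, the peak caller nor the genome build, so coordinates are given as the table lists them. Between 5728590 and 19030373 reads were counted per IP library (median 10378793) and between 2121313 and 4325961 per input library (median 2883046.5). Gene expression was computed here as the input reads summed over all peaks annotated to a gene, so it covers only transcripts with a peak. After TMM normalization, 4742 genes and 7058 peaks with sufficient counts were tested with edgeR's quasi-likelihood test. A change in m6A was tested as the change in the IP-to-input ratio of a peak between groups, in 1 fit of all 16 libraries. Because the libraries are scaled on the average peak, a change shared by all peaks cannot be seen. The Spearman correlation between replicates across peaks, which are not independent replicates, was between 0.982 and 0.987 in the input libraries. In the IP libraries it was 0.946 and 0.963 after LPS, and 0.875 and 0.855 in mock-treated PMs of *Adap*-/- and WT mice. The biological coefficient of variation was 8.82% for genes in input and 30.6% for peaks over all 16 libraries.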

To identify potential mRNA targets regulated by module ADAP-METTL3 in the inflammatory response of macrophages, RNA sequencing (RNA-seq) and m^6^A-methylated RNA immunoprecipitation sequencing (MeRIP-seq) were performed in LPS-stimulated PMs from WT and *Adap*^*−/−*^ mice. MeRIP-seq analysis revealed that m^6^A modifications were predominantly enriched in the 3’-UTR and internal exons (CDS), particularly near stop codons, which are common RNA sites for m^6^A modification, as reported in the previous studies (Fig. 4A, C) [9, 26]. Additionally, the most common m^6^A core motif “GGAC” was significantly enriched within m^6^A peaks in both mock-treated and LPS-treated PMs from WT and *Adap*^*−/−*^ mice (Fig. 4B). Furthermore, MeRIP-seq analysis identified 2963 and 4264 m^6^A peaks in mock-treated PMs, and 6406 and 3907 m^6^A peaks in LPS-treated PMs from WT and *Adap*^*−/−*^ mice, respectively. Among these, 99 peaks exhibited significantly increased m^6^A modifications, while 29 peaks showed significantly decreased m^6^A modifications in LPS-stimulated PMs from *Adap*^*−/−*^ mice compared to WT mice (Fig. S6A). 

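Each of the 7069 merged peaks was assigned to 1 region from the authors' annotation, with a stop or start codon taking precedence over CDS and UTR. The stop codon class held 2396 peaks (33.9%), the CDS 2244 (31.7%), the 3’UTR 1133 (16.0%), the start codon class 958 (13.6%) and the 5’UTR 162 (2.29%). No region was given for 138 peaks (1.95%), and 38 (0.538%) fell into other or mixed classes. The table holds 1 set of merged peaks, so these shares are not split by group. The median log2 ratio of IP to input, which is centred on the average peak, was also taken per region and library. In the stop codon class it was 0.02 ± 0.00 (SD, n = 2) in *Adap*-/- PMs and −0.03 ± 0.02 (SD, n = 2) in WT PMs after LPS. The 3’UTR gave −0.14 ± 0.00 (SD, n = 2) and −0.12 ± 0.03 (SD, n = 2), and the CDS 0.07 ± 0.00 (SD, n = 2) and 0.05 ± 0.02 (SD, n = 2), in the same order. Among these 5 classes the highest medians after LPS were those of the 5’UTR, at 0.35 ± 0.03 (SD, n = 2) and 0.58 ± 0.00 (SD, n = 2).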

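The deposited table merges the peaks of all groups and does not mark the group in which a peak was called, so the presence of a peak was counted from its reads. At least 10 IP reads in both replicates were found on 6887 of the merged peaks in mock-treated WT PMs and on 6888 in mock-treated *Adap*-/- PMs. After LPS the numbers were 7004 in WT PMs and 6861 in *Adap*-/- PMs. No IP read in either replicate was found on 18, 13, 10 and 32 peaks, in the same order. These counts depend on the depth of the libraries and make no use of the input, so they are not counts of called peaks.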

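The IP-to-input ratio was compared between *Adap*-/- and WT PMs after LPS on 7058 peaks. At an absolute log2 fold change above 1 and an unadjusted p below 0.05, called the unadjusted thresholds here, 93 peaks were higher and 199 lower in *Adap*-/- PMs. Of all peaks tested, 503 had an unadjusted p below 0.05, where 353 would be reached by chance. The paper gives these values for DEGs, without saying whether p was adjusted, and none for peaks. After Benjamini-Hochberg adjustment in edgeR 1 peak remained. In data simulated with the same spread for all peaks and libraries (30.6%), 5% of the peaks given a real change were recovered after adjustment. In that simulation 327 of 6857 peaks without a change passed the unadjusted thresholds, 171 of them higher and 156 lower. Separate fits gave 40.3% for peaks in IP and 8.82% for genes in input, so the simulated numbers do not carry over directly to these libraries. The setting that moved the adjusted count most was DESeq2 on only the 8 LPS libraries, chosen after seeing the data, which called 23 peaks higher and 28 lower. Transcripts that LPS lowered, measured on 57 peaks, were at 12.3% and 8.14% of their mock input level in the 2 WT LPS IP libraries. In the 2 *Adap*-/- LPS IP libraries they were at 3.71% and 3.75%, and in the 4 LPS input libraries between 3.76% and 4.22%. Among the 979 peaks whose input fell by more than 2 on the log2 scale with LPS, 9.60% passed the thresholds as lower, against 1.73% of the other 6079.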

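The deposited table lists KEGG pathways for part of its genes, and 253 pathways with at least 10 tested genes were examined between *Adap*-/- and WT PMs after LPS. The NF-κB signaling pathway held 58 tested genes with a median log2 fold change of 0.11, and the TNF signaling pathway held 67 with a median of 0.03. Of the 67 differentially expressed genes (DEGs) with a pathway, among 1944 tested genes with one, 5 belonged to the NF-κB pathway (one-sided Fisher's exact test, p = 0.0467, adjusted p = 0.739). The TNF pathway held 4 of them (one-sided Fisher's exact test, p = 0.197, adjusted p = 1). None of the 253 pathways passed the adjustment in this test, and 16 had an unadjusted p below 0.05. In limma's camera test with a preset correlation of 0.01, the NF-κB pathway moved up with p = 0.0281 (adjusted p = 0.547) and the TNF pathway had p = 0.367 (adjusted p = 0.969). Camera called 3 pathways after adjustment. The Ribosome genes were lower (median log2 fold change −0.39, adjusted p = 0.00750), while the Legionellosis and Inflammatory bowel disease genes were higher (medians 0.14 and 0.22, adjusted p = 0.0183 for each). None of these calls held with an estimated correlation (adjusted p = 0.994 for each) or under fry (adjusted p = 0.148, 0.177 and 0.0970). Fry itself called 4 other pathways, ABC transporters (adjusted p = 0.00490), GnRH secretion (adjusted p = 0.0292), and Dopaminergic synapse and Autophagy - other (adjusted p = 0.0364 each), none of which camera called. With the replicate number as a block, camera called 4 pathways. The choice that moved the number most was the gene list. With the genes at an adjusted p below 0.05 and any fold change, 6 pathways passed. Among these 6 were Cytokine-cytokine receptor interaction with 29 of 334 genes (one-sided Fisher's exact test, adjusted p = 0.0105) and Staphylococcus aureus infection (adjusted p = 0.00261). The NF-κB and TNF pathways did not pass with these genes (adjusted p = 0.931 and 0.993 from the same test). Genes with a changed m6A peak, a list added after seeing the data, gave 3 of 135 in the NF-κB pathway (one-sided Fisher's exact test, p = 0.787) and 3 of 135 in the TNF pathway (p = 0.838). For that list no pathway passed the adjustment and 11 had an unadjusted p below 0.05.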

KEGG enrichment analysis highlighted that inflammation-related signaling pathways, including the TNF-α pathways and NF-κB pathways, were strongly associated with differentially m^6^A-modified transcripts (Fig. 4D). These findings suggest that the METTL3-ADAP axis regulates specific mRNA targets through m^6^A modifications, potentially modulating key inflammatory signaling pathways in macrophages.

**Fig. 4:**
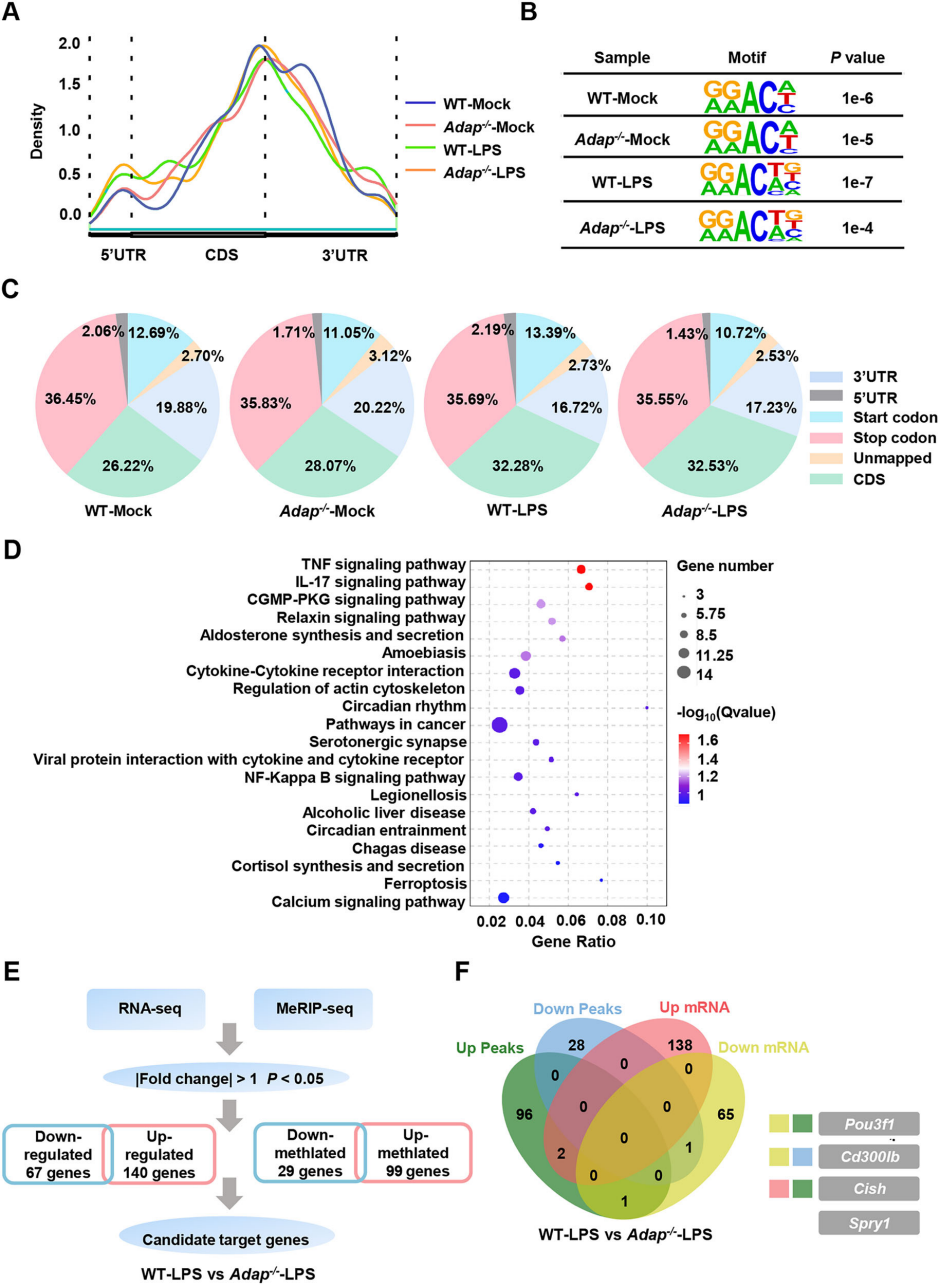
Transcriptome-wide m^6^A-seq and RNA-seq assays identify *Spry1* as a key target regulated by METTL3-ADAP in the inflammatory response of macrophages. **A** PMs derived from WT and *Adap*^*−/−*^ mice were treated with LPS (1 μg/ml) for 6 h. Total mRNA was extracted and subjected to MeRIP-seq. The density of m^6^A modification peaks across all mRNA transcripts is depicted in the graph. **B** mRNA was extracted from mock- or LPS-stimulated (1 μg/ml, 6 h) PMs and subjected to MeRIP-seq. The predominant consensus motif “GGAC” within m^6^A modification peak regions was identified using HOMER. **C** Pie charts illustrating the distribution of m^6^A peak across the 5’UTR, start codon, CDS, stop codon, and 3’UTR regions of mRNA transcripts. This analysis is based on MeRIP-seq data from PMs derived from WT and *Adap*^−/−^ mice with or without LPS (1 μg/ml, 6 h) treatment. **D** PMs from WT and *Adap*^−/^^−^ mice were either unstimulated or stimulated with LPS (1 μg/ml, 6 h). Total RNA was extracted and subjected to RNA-seq. The top 20 KEGG pathways identified from KEGG enrichment analysis of DEGs are shown. **E** A Flow chart outlining the selection process for candidate target genes of m^6^A methylation in LPS-treated PMs from WT and *Adap*^*−/−*^ mice. Differentially expressed genes (DEGs) were screened based on |fold change|>1 and *P* values <0.05. **F** Venn diagram displaying the overlap between genes with significantly altered (upregulated and downregulated) m^6^A levels in MeRIP-seq and DEGs in RNA-seq of LPS-treated PMs from WT and *Adap*^*−/−*^ mice. The overlapping genes are highlighted in the diagram.

To identify ADAP/METTL3-regulated transcripts, we hypothesized that the most biologically relevant METTL3 targets would be those exhibiting significant changes in both m^6^A methylation and expression levels. Therefore, we integrated data from significantly altered m^6^A peaks and differentially expressed genes (DEGs) to identify transcripts regulated by m^6^A modification in LPS-treated PMs from WT and *Adap*^*−/−*^ mice. Venn overlap analysis of 128 m^6^A-modified differentially expressed transcripts (99 upregulated and 29 downregulated) from the MeRIP-seq and 207 DEGs (140 upregulated and 67 downregulated) from the RNA-seq (−1 < Log_2_FC < 1, *P* < 0.05) in LPS-treated PMs from WT and *Adap*^*−/−*^ mice (Fig. 4E). 

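In the input libraries of LPS-treated PMs, 4742 genes were tested, and 89 were higher and 67 lower in *Adap*-/- than in WT PMs at an absolute log2 fold change above 1 and an unadjusted p below 0.05. With Benjamini-Hochberg adjustment in edgeR, 64 were higher and 55 lower at the same fold change, and 286 were higher and 464 lower at any fold change. The threshold on the fold change moved the count most, as 494 genes passed with a threshold of 1.5-fold and an unadjusted p below 0.05. In simulated counts with the same design, 99% of 200 changed genes were recovered after adjustment, with 15 false calls. The changed genes were drawn only from genes with many reads and given an absolute log2 fold change of at least 1. The recovery therefore does not cover genes with few reads or smaller changes. Among genes with an adjusted p below 0.05 and both replicates of 1 genotype above both of the other, the first in *Adap*-/- PMs by fitted log2 fold change were *Eno1* and ENSMUSG00000118267, which share their only peak and had a log2 fold change of 7.42. The others were *Gstm2*, at least 2.02-fold higher against WT libraries with no more than 3 counts and so not ranked by size, *Adgb* with 2.67 and *Prg4* with 2.40. The reads on the peak shared by *Eno1* and ENSMUSG00000118267 cannot be assigned to either gene alone. With 1 replicate left out, the log2 fold change of that peak lay between 6.43 and 8.02 and that of *Prg4* between 1.79 and 2.84. Both were lowest without *Adap*-/- LPS replicate 2. The first lower genes were *Fyb1*, *Zfp54* (ENSMUSG00000063245) with −2.30, *Lrrc32* with −2.13, ENSMUSG00000007682 with −1.92 and *Pdpn* with −1.91. Standard errors were between 0.10 and 0.87 for the genes given with a log2 fold change. DESeq2's independent filtering gave no adjusted p for *Gstm2*, *Adgb* and *Zfp54*. For m6A, 323 genes carried at least 1 peak past the same thresholds.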

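*Pou3f1*, *Cish*, *Cd300lb* and *Spry1* were each tested in both the input libraries and the m6A comparison of LPS-treated PMs. The unadjusted thresholds were an absolute log2 fold change above 1 and an unadjusted p below 0.05. At these, 156 genes were DEGs and 323 carried a changed m6A peak. Of the 4742 genes tested in both, 17 were on both lists, where 10.3 would be expected by chance. *Cd300lb* was on both lists. *Pou3f1* was a DEG and none of its 3 peaks passed, while *Cish* and *Spry1* were on neither list. In fits of only the 8 LPS libraries, chosen after seeing the data, the *Spry1* peak and 1 peak each of *Pou3f1* and *Cish* passed these thresholds in edgeR.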

Four overlapping mRNA transcripts were identified, namely *Pou3f1*, *Cish*, *Cd300lb*, and *Spry1*, which were regulated by both m^6^A modification and ADAP deficiency in the LPS-stimulated macrophages (Fig. 4F). According to the MeRIP-seq data, the m^6^A peaks of *Pou3f1*, *Cish*, and *Spry1* transcripts were remarkably increased, whereas the m^6^A peaks of *Cd300lb* were significantly decreased in *Adap*^*−/−*^ PMs compared with WT PMs (Fig. S6B–E). 

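The table lists 3 peaks on *Pou3f1* (ENSMUSG00000090125, chromosome 4), starting at 124552049, 124552399 and 124552724. Their log2 fold changes in the IP-to-input ratio between *Adap*-/- and WT PMs after LPS were 1.36, 0.77 and 0.83 (standard errors 0.63, 1.23 and 0.47), and the lowest adjusted p of the 3 from edgeR was 0.701. In the IP counts alone, without the input, all 3 were lower in *Adap*-/- PMs, with −0.64, −0.84 and −0.57, since the *Pou3f1* input fell as well. *Cish* (ENSMUSG00000032578, chromosome 9) had a peak from 107178139 to 107178389 with a log2 fold change of 1.16 (standard error 0.73, adjusted p = 0.842) and a peak from 107178414 to 107178489 with 0.99 (standard error 1.23, adjusted p = 0.977). Both *Cish* peaks are also annotated to ENSMUSG00000090570. On *Cd300lb* (ENSMUSG00000063193, chromosome 11), the peak from 114814406 to 114814531 in the 3’UTR had no IP read in either *Adap*-/- replicate. The WT replicates had 173 and 172, or 26.1 and 11.9 normalized CPM. On their mean, the IP level was at least 91.4-fold higher in WT PMs, a bound that is smaller without WT LPS replicate 1. The adjusted p of this peak was 0.0747 from edgeR. It ranged from 8.42e-05 to 0.643 over the other settings, with values below 0.05 only in the 2 DESeq2 fits. The peaks at 114813856, 114814556 and 114815806 had log2 fold changes of −0.87, −1.04 and −1.13 (standard errors 0.50, 0.40 and 0.75), none past adjustment, and that at 114814556 passed at an absolute log2 fold change above 1 and an unadjusted p below 0.05. The *Cd300lb* peak at 114815806 was −0.32 without WT LPS replicate 1 and −1.85 without *Adap*-/- LPS replicate 1. The *Pou3f1* peak at 124552049 was 0.67 without WT LPS replicate 1 and 1.96 without WT LPS replicate 2. The *Cd300lb* input dropped by 4.48 on the log2 scale with LPS in WT PMs. Transcripts that LPS lowered were in excess in the WT LPS IP libraries. If that excess were mock-type RNA, which is only a candidate, 200.05 and 210.4 reads would fall on the peak at 114814406. The *Spry1* peak had a ratio of 2.80 ± 0.379 (SD, n = 2) in *Adap*-/- PMs and 1.14 ± 0.486 (SD, n = 2) in WT PMs.

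**Figure D1:**
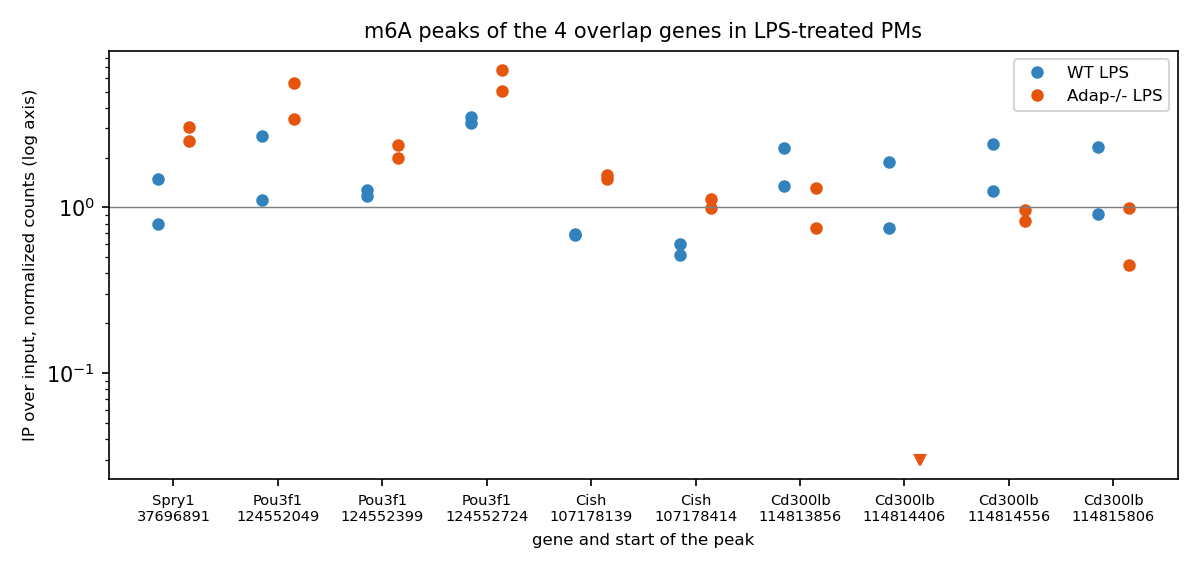
IP-to-input ratio of normalized counts (log axis, no unit) on each peak of the 4 genes in LPS-treated PMs, with 1 point per replicate. The triangle at the lower edge stands for both *Adap*-/- replicates of the *Cd300lb* peak at 114814406, which had 0 IP reads and cannot be placed on a log axis. Both *Adap*-/- points lie above both WT points on the peaks of *Spry1*, *Pou3f1* and *Cish*.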

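In the input libraries of LPS-treated PMs, *Pou3f1* had 22.1 ± 5.46 (SD, n = 2) normalized CPM in *Adap*-/- PMs and 70.7 ± 18.2 (SD, n = 2) in WT PMs. The log2 fold change was −1.66 (standard error 0.21, adjusted p = 0.000140 from edgeR). *Cd300lb* had 40.7 ± 1.72 (SD, n = 2) and 94.9 ± 2.87 (SD, n = 2), a log2 fold change of −1.22 (standard error 0.12, adjusted p = 1.29e-05). *Cish*, whose peaks are shared with ENSMUSG00000090570, had 56.1 ± 2.69 (SD, n = 2) and 33.2 ± 13.2 (SD, n = 2), a log2 fold change of 0.74 (standard error 0.26, adjusted p = 0.0686). With only the 4 libraries compared, its adjusted p was 0.0212, the lowest in a range up to 0.503 over the alternatives. *Spry1* (ENSMUSG00000037211) had 22 and 16 input reads in *Adap*-/- PMs and 12 and 14 in WT PMs, or 6.02 ± 0.264 (SD, n = 2) and 4.39 ± 0.942 (SD, n = 2) normalized CPM. Its log2 fold change was 0.47 (standard error 0.47, adjusted p = 0.559), a difference within the error at this depth. Adjusted over the list alone, 3 of the 4 genes had a p below 0.05, but the study chose them on these libraries, so that count is not independent evidence.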

Consistent with the RNA-seq data, RT-qPCR validation confirmed the expression changes of these transcripts (Fig. S6F–I). Notably, *Spry1*, a negative regulator of receptor tyrosine kinase signaling, has been implicated in modulating inflammatory responses and is associated with various inflammatory diseases [27, 28]. Hence, we focused on *Spry1* as a novel target of METTL3 in macrophages and is subjected to regulation by ADAP.

### LPS induces METTL3-dependent m^6^A methylation of *Spry1* mRNA, which is negatively regulated by ADAP

Given that *Spry1* is potentially regulated by the ADAP-METTL3 module, we performed Integrative Genomics Viewer (IGV) analysis of *Spry1* mRNA using MeRIP-seq data. In the absence of LPS stimulation, no significant m^6^A peaks were observed in *Spry1* mRNA in PMs isolated from either WT or *Adap*^*−/−*^ mice. However, upon LPS stimulation, a high density of m^6^A peaks was detected within the CDS of *Spry1* mRNA, indicating that the m^6^A modification of *Spry1* mRNA is inducible in macrophages following LPS exposure. 

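The table lists 1 peak on *Spry1* (chromosome 3, 37696891 to 37697016, start codon and CDS). In mock-treated PMs it had 31 and 0 IP reads in the 2 *Adap*-/- replicates and 0 and 14 in the 2 WT replicates. Its input had 3 and 2 reads in *Adap*-/- PMs and 4 and 0 in WT PMs, too few to give an IP-to-input ratio for each replicate. After LPS the IP reads were 407 and 258 in *Adap*-/- PMs and 48 and 75 in WT PMs. *Spry1* input rose with LPS by a log2 fold change of 2.97 in WT PMs (standard error 0.73, adjusted p = 0.00234 from edgeR), a size that rests on the 4 reads of WT mock replicate 1. In *Adap*-/- PMs it rose at least 7.94-fold against mock libraries with no more than 3 counts. The IP-to-input ratio changed with LPS by a log2 fold change of 0.61 in WT PMs (standard error 1.87, adjusted p = 0.965) and 1.53 in *Adap*-/- PMs (standard error 1.77, adjusted p = 0.804), neither larger than the error at this depth. In *Adap*-/- mock replicate 2 and WT mock replicate 1, the IP libraries also held transcripts that LPS induces, at 30.5% and 34.5% of their level in the LPS input libraries.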

Intriguingly, the density of these LPS-induced m^6^A modifications was markedly higher in PMs from *Adap*^*−/−*^ mice compared to those from WT mice (Fig. 5A). These findings suggest that the m^6^A peaks in *Spry1* mRNA are specifically induced by LPS, which is negatively regulated by ADAP.

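On the *Spry1* peak, LPS-treated *Adap*-/- PMs had 21.7 ± 1.57 (SD, n = 2) and WT PMs 6.22 ± 1.43 (SD, n = 2) normalized IP CPM, which is 3.48-fold higher and more than the spread between replicates. The input on the same peak was 7.77 ± 0.488 (SD, n = 2) and 5.72 ± 1.18 (SD, n = 2). The IP-to-input ratio was 2.53 and 3.07 in the *Adap*-/- replicates and 1.48 and 0.795 in the WT replicates. Its log2 fold change was 1.36 (standard error 1.46, adjusted p = 0.956 from edgeR with all 16 libraries). A fit of only the 8 LPS libraries, added after the data were seen, gave 1.36 (standard error 0.51, adjusted p = 0.362), which passes an unadjusted p below 0.05 and not the adjustment. Over all settings run for this peak, the log2 fold change lay between 1.33 and 1.78 and the adjusted p between 0.362 and 0.999. With 1 replicate left out at a time it was between 0.91 and 1.81. Mock-type RNA in the WT LPS IP libraries, if present, would make up at most 8.64%, whereas the WT signal was lower by 71.3%. The difference between the LPS responses of the genotypes in *Spry1* input was a log2 fold change of 0.22 (adjusted p = 0.962), and with so few mock reads its size is not resolved. From the absence of peaks without LPS, their density after LPS and the higher density in *Adap*-/- PMs, the paper proposes that m6A on *Spry1* mRNA is induced by LPS and restrained by ADAP. It also reports MeRIP-qPCR in which the induction was larger in *Adap*-/- PMs and weaker after loss of *Mettl3*.

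**Figure D2:**
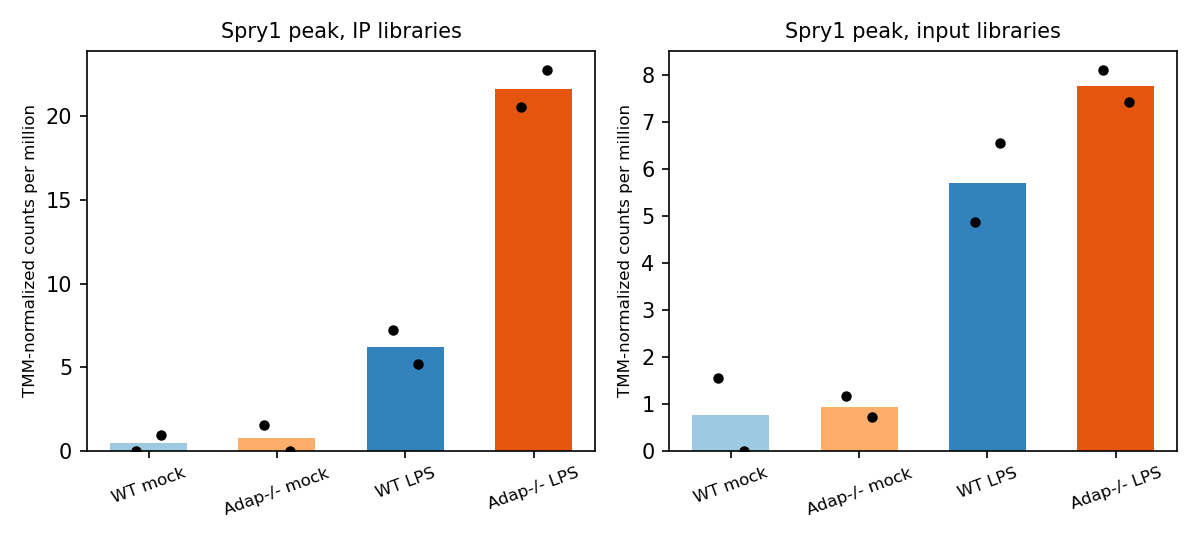
TMM-normalized CPM on the *Spry1* peak in the IP libraries (left) and the input libraries (right) of the 4 groups. Bars give the mean and points the 2 replicates. In IP, both *Adap*-/- LPS replicates lie above both WT LPS replicates, with means of 21.7 and 6.22.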

**Fig. 5:**
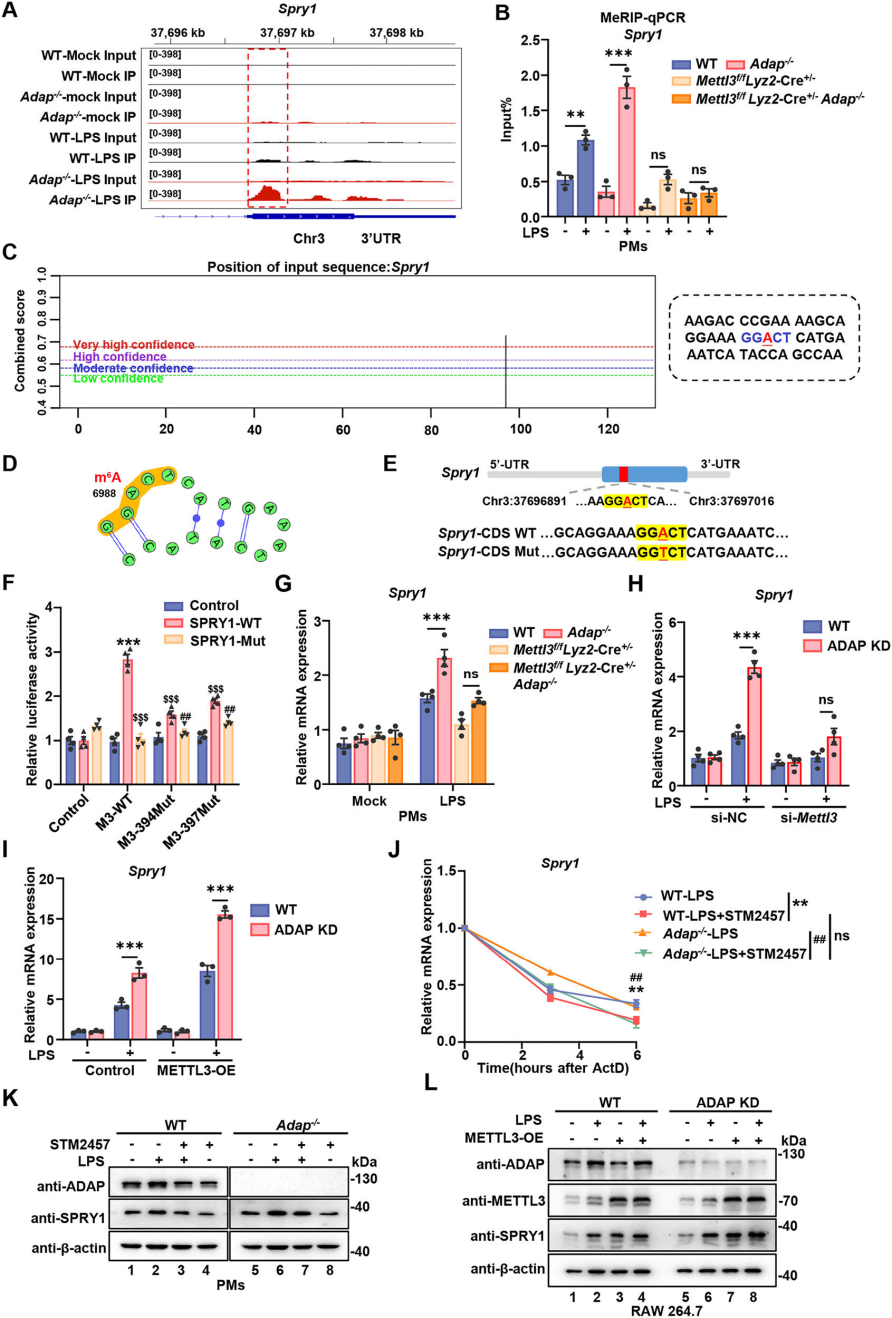
ADAP deficiency enhances the METTL3-mediated m^6^A methylation level of *Spry1* mRNA in macrophages in response to LPS stimulation. **A** PMs from WT and *Adap*^*−/−*^ mice were either unstimulated or stimulated with LPS (1 μg/ml, 6 h). Isolated RNA was subjected to MeRIP-seq. Integrative Genomics Viewer (IGV) tracks display the distribution of m^6^A-modified peaks on *Spry1* transcripts. **B** PMs derived from WT, *Adap*^*−/−*^, *Mettl3*^*f/f*^*Lyz2-Cre*^*+/−*^, and *Mettl3*^*f/f*^*Lyz2-Cre*^*+/−*^*Adap*^*−/−*^ mice were treated with or without LPS (1 μg/ml, 6 h). Total RNA was extracted, fragmented, and immunoprecipitated using anti-m^6^A or IgG antibodies. The relative quantity of *Spry1* mRNA immunoprecipitated by the m^6^A antibody compared to IgG was assayed by RT-qPCR. *n* = 3. **P < 0.01, ***P < 0.001. ns nonsignificant. **C**, **D** The putative m^6^A site in the *Spry1* mRNA transcript was predicted using the SRAMP online tool (http://www.cuilab.cn/). **E** A schematic representation of wild-type or mutant (A to T mutation) m^6^A sites in the *Spry1*-CDS (6891–7016), which was cloned into a dual-luciferase reporter vector. **F** HEK 293 T cells were transiently transfected with wild-type or mutant METTL3 plasmid (D394A and W397A), alongside SPRY1 luciferase reporters containing either m^6^A sites or mutated sites, and either empty vector or pRL-Renilla luciferase plasmids. Luciferase reporter assays were conducted 48 h post-transfection. Relative firefly luciferase activity, normalized to Renilla luciferase, is presented as mean ± SEM. *n* = 4 for each group. Statistical significance was determined using two-way ANOVA followed by multiple comparisons: ***P < 0.001 compared to the control group; ^$$$^*P* < 0.001 compared to the M3-WT group; and ^##^*P* < 0.01 compared to the SPRY1-Mut group. **G** PMs from WT, *Adap*^*−/−*^, *Mettl3*^*f/f*^*Lyz2-Cre*^*+/−*^, and *Mettl3*^*f/f*^*Lyz2-Cre*^*+/−*^*Adap*^*−/−*^ mice were treated with or without LPS (1 μg/ml) for 6 h. Total RNA was extracted, and the relative expression of *Spry1* mRNA was assayed by RT-qPCR. *P < 0.05, ***P < 0.001. **H** WT and ADAP knockdown RAW 264.7 cells were transfected with non-targeting control siRNA (si-NC) or siRNA targeting METTL3 (si-METTL3) for 24 h, followed by mock or LPS (1 μg/ml) treatment for 6 h. RNA was extracted and subjected to RT-qPCR. The relative *Spry1* mRNA level was normalized to *Gapdh* mRNA. *P < 0.05, ***P < 0.001. **I** WT and ADAP knockdown RAW 264.7 cells were transduced with a lentivirus vector containing METTL3 or an empty vector control for 48–72 h. After 7–14 days of puromycin selection, cells were left unstimulated or stimulated with LPS (1 μg/ml) for 6 h. Total RNA was extracted and subjected to RT-qPCR analysis of *Spry1* mRNA. Relative mRNA levels were normalized to *Gapdh*. **J** PMs from WT and *Adap*^*−/*^^−^ mice were pre-treated with PBS or STM2457 (50 μM) for 24 h. Cells were then left unstimulated or stimulated with LPS (1 μg/ml, 6 h), followed by treatment with actinomycin D (ActD) (5 μg/ml) for the indicated times. The decay of *Spry1* mRNA was assayed by RT-qPCR (normalized to 0 h). Data were representative of three independent experiments and analyzed by two-way ANOVA with multiple comparison. **P < 0.01. ns nonsignificant. **K** PMs from WT or *Adap*^*−/−*^ mice were treated with PBS or STM2457 (50 μM) for 24 h, followed by 6 h of stimulation with PBS or LPS. ADAP and SPRY1 protein levels in cell lysates were analyzed by Western blotting using the indicated antibodies. β-actin was used as a loading control. **L** WT and ADAP knockdown RAW 264.7 cells were transduced with METTL3-overexpressing lentivirus or control lentivirus. After 48–72 h, cells were selected with puromycin for 7–14 days. Cells were treated with or without LPS (1 μg/ml) for 6 h followed by lysis and immunoblotting with indicated antibodies.

To further investigate whether the positive effect of METTL3 on *Spry1* mRNA expression is dependent on m^6^A modification, MeRIP-qPCR was performed. As expected, the m^6^A levels of *Spry1* mRNA were noticeably elevated in PMs of WT mice following LPS treatment, and this induction of m^6^A modification was more pronounced in PMs from *Adap*^*−/−*^ mice, consistent with the MeRIP-seq data. Importantly, the LPS-induced enhancement in m^6^A level of *Spry1* was substantially attenuated upon *Mettl3* depletion, as assessed in PMs from both METTL3 *cKO* and METTL3-ADAP *dKO* mice (Fig. 5B). These results demonstrate that ADAP-mediated regulation of LPS-induced m^6^A modification of *Spry1* mRNA is dependent on METTL3 activity. Since the hypermethylated m^6^A peaks of *Spry1* are primarily located within the CDS, specific m^6^A sites on the CDS of *Spry1* were predicted using the online m^6^A site predictor SRAMP. One high-confidence site, A^6988^, was identified within the putative motif “GGACT” in the CDS region (6891–7016) of *Spry1* (Fig. 5C, D). To further address whether the effect of m^6^A modification on the *Spry1* mRNA relies on the site A^6988^ within this motif, luciferase reporter plasmids were constructed, containing either wild-type CDS_6891–7016_ of *Spry1* or a mutated version in which the m^6^A site was replaced with thymine (T) (Fig. 5E). In addition, we generated two METTL3 mutants, D394A and W397A, which are defective in m^6^A catalytic activity, to further dissect the role of METTL3 in this process [29]. Luciferase reporter assays revealed that the presence of wild-type METTL3, but not the catalytically inactive mutants, significantly enhanced the luciferase activity of the wild-type *Spry1*-CDS construct compared to the m^6^A-mutated version (Fig. 5F). These findings suggest that METTL3-mediated m^6^A modification at the A^6988^ site is critical for the regulation of *Spry1* mRNA. Furthermore, LPS-induced upregulation of *Spry1* mRNA expression was significantly higher in PMs from *Adap*^*−/−*^ mice compared to those from WT mice. Again, this enhanced induction of *Spry1* mRNA in *Adap*^*−/−*^ PMs was abolished upon METTL3 knockout (Fig. 5G) or upon METTL3 knockdown using small interfering RNA targeting *Mettl3* (Fig. 5H).

To further explore the interplay between METTL3 and ADAP in regulating *Spry1* expression, we overexpressed METTL3 in both WT and ADAP knockdown RAW 264.7 cells using lentiviral-mediated gene delivery (Fig. S2C, D). As expected, METTL3 overexpression resulted in a significant increase in *Spry1* mRNA levels in both WT and ADAP knockdown RAW 264.7 cells. However, in comparison, the mRNA level of *Spry1* was much higher in ADAP knockdown cells than in WT cells (Fig. 5I), suggesting that METTL3 positively regulates *Spry1* mRNA, in which ADAP is detrimental to this positive effect of METTL3.

To analyze the effect of m^6^A modification on *Spry1* mRNA stability, we performed the RNA stability assay in PMs from WT and *Adap*^*−/−*^ mice. METTL3 inhibition reduced the half-life of *Spry1* mRNA in PMs from both WT and *Adap*^*−/−*^ mice, indicating that the upregulation of *Spry1* was partly at least due to the increased stability of the *Spry1* mRNA affected by METTL3-mediated m^6^A modification (Fig. 5J). Consistent with these findings, Western blot analysis demonstrated that SPRY1 protein levels were also upregulated in LPS-treated PMs from both WT and *Adap*^*−/−*^ mice; with a more pronounced induction observed in *Adap*^*−/−*^ PMs. Importantly, this induction was robustly attenuated following METTL3 inhibition with STM2457 (Fig. 5K). Furthermore, METTL3 overexpression in RAW 264.7 cells resulted in elevated SPRY1 protein levels following LPS stimulation, with a more substantial increase observed in ADAP knockdown cells compared to WT cells (Fig. 5L). Taken together, these results suggest that METTL3 positively regulates *Spry1* mRNA in an m^6^A-dependent manner, and this process is negatively regulated by ADAP in macrophages.

### IGF2BP2 stabilizes *Spry1* mRNA in an m^6^A-dependent manner and knock-down of IGF2BP2 restricts the hyper-inflammatory responses in *Adap*^*−/−*^ macrophages

Our results demonstrate that METTL3-mediated m^6^A modification of *Spry1* mRNA promotes its mRNA stability (Fig. 5). Given that members of the IGF2BP (insulin-like growth factor 2 binding protein) family are known to play a key role in stabilizing m^6^A-modified mRNAs [30], we thus assessed the potential involvement of IGF2BP1, IGF2BP2 and IGF2BP3 in the regulation of *Spry1* mRNA. RNA immunoprecipitation (RIP) assays using anti-IGF2BP1, anti-IGF2BP2, and IGF2BP3 antibodies revealed that IGF2BP2, but not IGF2BP1 or IGF2BP3, directly binds to *Spry1* mRNA in RAW 264.7 cells (Fig. 6A). Furthermore, RT-qPCR analysis demonstrated that siRNA-mediated knockdown of IGF2BP2, but not IGF2BP1 or IGF2BP3, noticeably reduced *Spry1* mRNA levels in ADAP knockdown RAW 264.7 macrophages compared to WT RAW 264.7 cells, regardless of LPS treatment (Fig. S2E–J and Fig. 6B–D). Consistent with these findings, RNA stability assays demonstrated that the half-life of *Spry1* mRNA was significantly decreased in RAW 264.7 cells transfected with IGF2BP2-specific siRNA, but not with siRNAs targeting IGF2BP1 and IGF2BP3 (Fig. 6E–G). These results suggest that IGF2BP2 specifically regulates *Spry1* mRNA stability within the METTL3-ADAP regulatory module during the inflammatory response of macrophages.

**Fig. 6:**
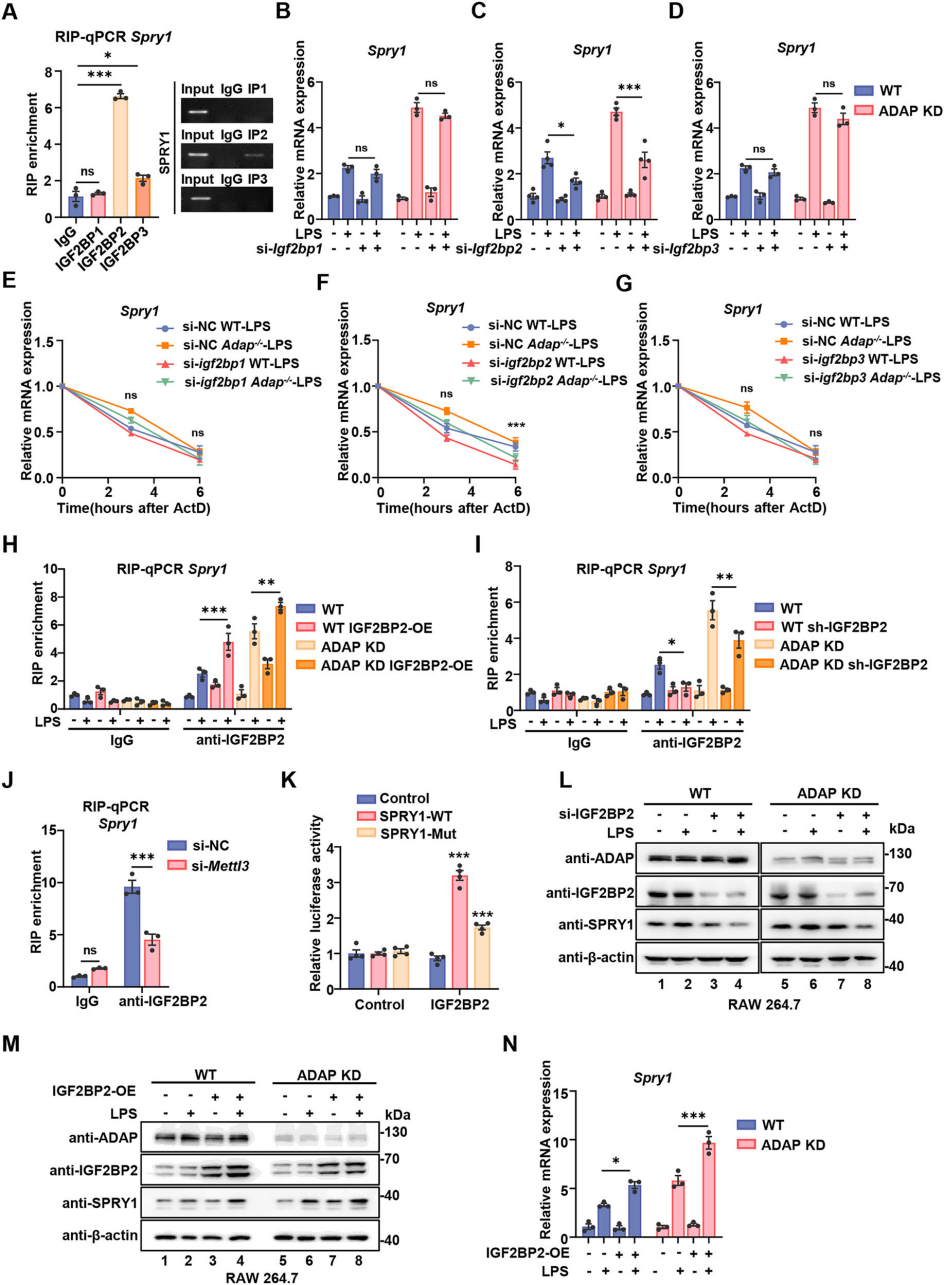
IGF2BP2 enhances the stability of methylated *Spry1* mRNA in an m^6^A-dependent manner in ADAP-deficient macrophages. **A** RAW 264.7 cells were lysed, and cell lysates were immunoprecipitated with anti-IGF2BP1, anti-IGF2BP2, or anti-IGF2BP3 antibodies, along with corresponding control IgG antibodies. Immunoprecipitated RNA was isolated and reverse-transcribed into cDNA. Relative *Spry1* mRNA enrichment was assayed by RT-qPCR (left panel) and agarose electrophoresis (right panel). Unpaired Student’s *t*-test. *n* = 3. *P < 0.05, ***P < 0.001 and ns nonsignificant. **B**–**D** WT and ADAP knockdown RAW 264.7 cells were transfected with siRNA targeting IGF2BP1 (**B**), IGF2BP2 (**C**), IGF2BP3 (**D**), or non-targeting control siRNA (si-NC) for 24 h, followed by treatment with PBS or LPS. Cells were harvested for total RNA isolation, and the expression levels of *Spry1* mRNA were assayed by RT-qPCR. Values were normalized to *Gapdh* mRNA expression for each sample. Statistical significance was determined using a two-way ANOVA with multiple comparison. *P < 0.05, **P < 0.01, ***P < 0.001 and ns nonsignificant. **E**–**G** WT and ADAP knockdown RAW 264.7 cells were transfected with control siRNA (si-NC), or siRNA targeting IGF2BP1 (**E**), IGF2BP2 (**F**), or IGF2BP3 (**G**). Twenty-four hours post-transfection, cells were treated in PBS or LPS (1 μg/ml) for 6 h, followed by treatment with ActD for the indicated times. Total RNA was extracted, and the half-life of *Spry1* mRNA was measured by RT-qPCR (normalized to 0 h). *n* = 3, two-way ANOVA with multiple comparison. **P < 0.01, ns nonsignificant. **H**, **I**, WT and ADAP knockdown RAW 264.7 cells were infected with either a lentivirus vector carrying IGF2BP2 overexpression (OE) (**H**) or a lentivirus expressing shRNA targeting IGF2BP2 (**I**) for 48 h. Following puromycin selection for 7–14 days, cells were cultured in the presence or absence of LPS for 6 h. RNA was extracted and immunoprecipitated with anti-IGF2BP2 or IgG antibodies. The enrichment of IGF2BP2 binding to *Spry1* mRNA was assayed by RT-qPCR. **J** RAW 264.7 cells transfected with either control siRNA or siRNA targeting METTL3 were collected and lysed 24 h post transfection. Cell lysates were immunoprecipitated with anti-IGF2BP2 or control IgG antibodies, followed by RNA extraction for RT-qPCR analysis. *n* = 3. Two-way ANOVA with multiple comparison was used for statistical analysis. ***P < 0.001 and ns nonsignificant. **K** HEK 293 T cells were co-transfected with an IGF2BP2 plasmid and either a wild-type or mutant SPRY1 luciferase reporter plasmid, along with an empty vector control or a Renilla luciferase reporter plasmid for 48 h. Firefly luciferase activity was measured and normalized to Renilla luciferase activity. **L** WT and ADAP knockdown RAW 264.7 cells were transfected with non-targeting control siRNA or IGF2BP2-specific siRNA for 48 h. Protein expression of ADAP, IGF2BP2 and SPRY1 were measured by Western blotting using the indicated antibodies. β-actin was used as an internal loading control. **M**, **N** WT and ADAP knockdown RAW 264.7 cells were transfected with either a lentivirus vector control or an IGF2BP2 overexpression plasmid for 48–72 h. After 7–14 days of puromycin selection, cells were left unstimulated or stimulated with LPS (1 μg/ml) for 6 h. Cells were collected and lysed, followed by immunoblotting with the indicated antibodies (**M**). Total RNA was extracted, and the relative mRNA level of *Spry1* was assayed by RT-qPCR (**N**).

To further characterize the role of IGF2BP2 in the regulation of *Spry1*, stable cell lines of WT and ADAP knockdown RAW 264.7 with either IGF2BP2 knockdown or overexpression were constructed and verified by Western blotting (Fig. S2K–N). RIP-qPCR analysis revealed that the binding efficiency of IGF2BP2 to *Spry1* mRNA was significantly higher in ADAP knockdown RAW 264.7 cells compared to WT cells following LPS treatment, due to increased m^6^A modification levels. Overexpression of IGF2BP2 enhanced, while knockdown of IGF2BP2 decreased, the tensity of IGF2BP2 in binding *Spry1* mRNA in both WT and ADAP knockdown RAW 264.7 cells (Fig. 6H, I). To verify whether the binding of IGF2BP2 to *Spry1* mRNA depends on METTL3-mediated m^6^A methylation, RIP-qPCR assays were performed following METTL3 knockdown in RAW 264.7 cells. As expected, the binding of IGF2BP2 to *Spry1* mRNA was significantly reduced in RAW 264.7 cells transfected with METTL3-specific siRNA compared to control siRNA-transfected cells (Fig. 6J).

The binding of IGF2BP2 to the m^6^A site of *Spry1* mRNA was further determined by luciferase reporter assays. Mutation of the m^6^A site in *Spry1* mRNA significantly decreased the luciferase activity associated with IGF2BP2 binding compared to the wild-type construct (Fig. 6K), indicating that IGF2BP2 binding to *Spry1* mRNA is dependent on METTL3-mediated m^6^A methylation. Moreover, Western blot analysis demonstrated that IGF2BP2 knockdown reduced *Spry1* protein levels in both WT and ADAP knockdown RAW 264.7 cells upon LPS stimulation (Fig. 6L). Conversely, IGF2BP2 overexpression further potentiates the LPS-induced upregulation of *Spry1* mRNA and protein levels in both WT and ADAP KD RAW 264.7 cells (Fig. 6M, N). Taken together, our data demonstrate that METTL3-mediated m^6^A modification enhances *Spry1* mRNA expression by promoting IGF2BP2-dependent stabilization of *Spry1* mRNA in macrophages.

### SPRY1 sustains the hyperinflammatory response of *Adap*^*−/−*^ macrophages via the NF-κB pathway

To investigate the functional roles of SPRY1 in LPS-induced hyperinflammation in ADAP-deficient macrophages, small interfering RNA was used to silence *Spry1* (Fig. S2O, P). Knockdown of *Spry1* ameliorated the ADAP deficiency-induced hyper-production of pro-inflammatory cytokines IL-1β, IL-6, and TNF-α in TLR4-stimulated RAW 264.7 cells (Fig. 7A–C). To further elucidate the mechanism underlying SPRY1-mediated hyperinflammation, we examined the activation of the NF-κB signaling pathway in both WT and ADAP-deficient RAW 264.7 cells following *Spry1* knockdown and LPS stimulation. Western blot analysis revealed that LPS-induced phosphorylation of p65, a key component of the NF-κB pathway, was significantly reduced in si-SPRY1-transfected RAW 264.7 cells compared to control siRNA-transfected cells. Notably, no significant differences in p65 phosphorylation levels were observed between WT and ADAP-deficient RAW 264.7 cells after *Spry1* knockdown (Fig. 7D). These findings indicate that elevated SPRY1 expression contributes to the hyperinflammatory response in ADAP-deficient macrophages by enhancing NF-κB pathway activation.

**Fig. 7:**
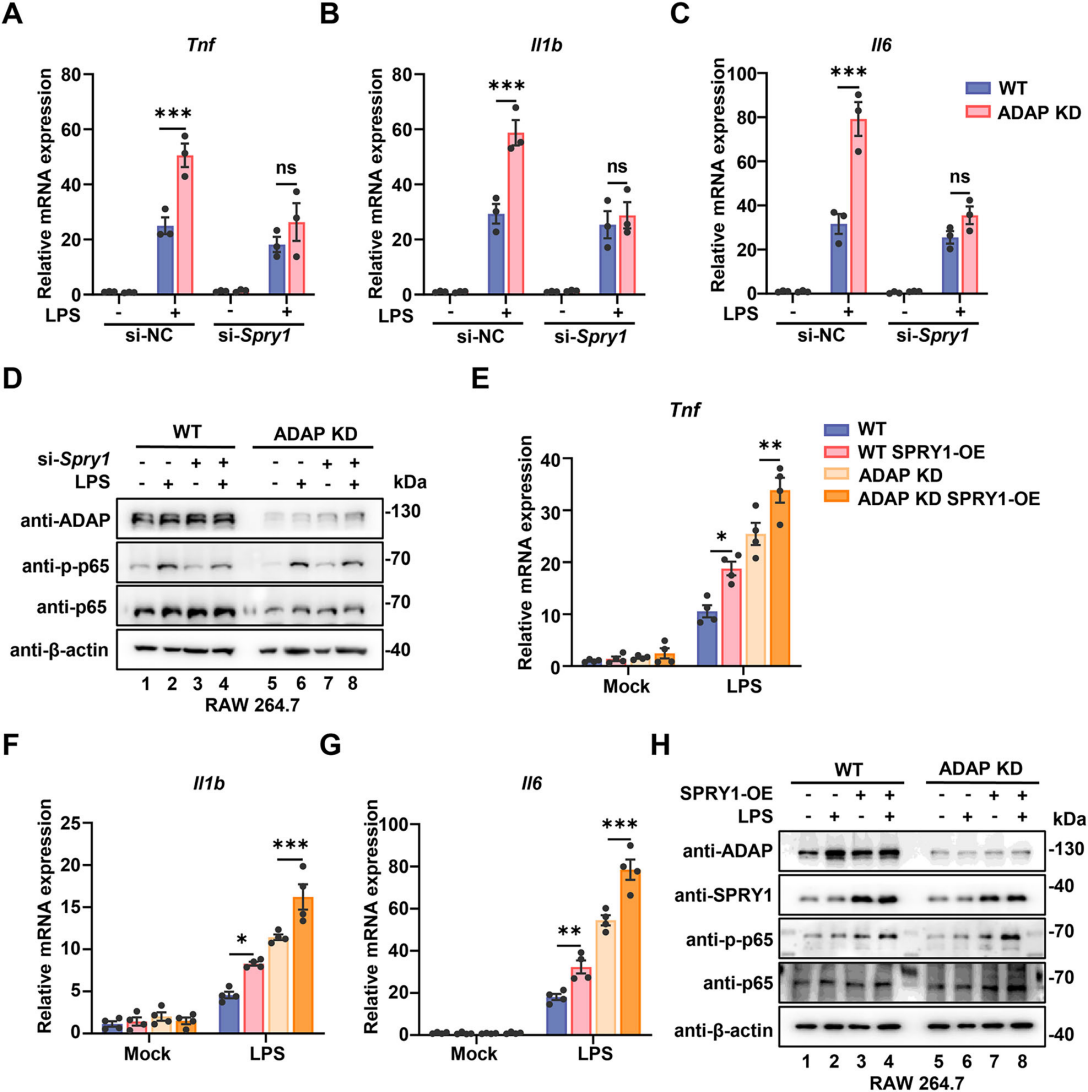
SPRY1 activates inflammation via NF-κB-dependent mechanisms in ADAP-deficient macrophages. **A**–**C** WT and ADAP knockdown RAW 264.7 cells were transfected with non-targeting control siRNA (si-NC) or siRNA targeting SPRY1 (si-SPRY1). Twenty-four hours post-transfection, cells were either left untreated or stimulated with LPS (1 μg/ml, 6 h). RT-qPCR results showing the mRNA expression of TNF-α (**A**), IL-1β (**B**), and IL-6 (**C**) are presented. *n* = 3. Data are expressed as mean ± SEM. *P* values were from a two-way ANOVA with multiple comparison. ***P < 0.001. ns nonsignificant. **D** WT and ADAP knockdown RAW 264.7 cells were transfected with either SPRY1-specific siRNA or non-targeting siRNA as a control. Forty-eight hours post transfection, cells were either left unstimulated or stimulated with 1 μg/ml LPS for 15 min. Whole-cell lysates were collected and subjected to Western blot analysis using anti-phospho-p65 and anti-p65 antibodies. **E**–**G** WT and ADAP knockdown RAW 264.7 cells were reconstituted via lentiviral transduction with either an empty vector or a SPRY1 overexpression (SPRY1-OE) vector. Cells were left unstimulated or stimulated with LPS (1 μg/ml) for 6 h. Total RNA was extracted and subjected to RT-qPCR analysis for mRNA expression of TNF (**E**), IL-1β (**F**), and IL-6 (**G**). Data were normalized to *Gapdh* expression. Statistical significance was assessed by an unpaired two-tailed Student *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001. **H** WT and ADAP knockdown RAW 264.7 cells were reconstituted via lentiviral transduction with either an empty vector or a SPRY1 overexpression (SPRY1-OE) vector. Cells were left unstimulated or stimulated with LPS (1 μg/ml) for 15 min. Cell lysates were subjected to Western blot analysis using the indicated antibodies.

To further validate the role of SPRY1 in regulating macrophage inflammatory responses, a stable RAW 264.7 cell line overexpressing *Spry1* using lentiviral-mediated gene delivery was established (Fig. S2Q, R). Compared to WT cells, *Spry1* overexpression significantly increases the mRNA levels of pro-inflammatory cytokines IL-1β, IL-6, and TNF-α in ADAP-deficient RAW 264.7 cells, with even greater upregulation observed in the context of ADAP deficiency (Fig. 7E–G). Consistent with these findings, *Spry1* overexpression also upregulated LPS-induced phosphorylated p65 in both WT and ADAP-deficient RAW 264.7 cells, with higher levels of phosphorylated p65 observed in ADAP-deficient cells (Fig. 7H). Collectively, these results demonstrate that elevated SPRY1 expression drives hyperinflammation in ADAP-deficient macrophages by activating the NF-κB signaling pathway, leading to increased production of pro-inflammatory cytokines.

## Discussion

To this end, we demonstrate that the ADAP-METTL3 signaling axis plays a critical role in regulating the inflammatory response in macrophages via m^6^A-dependent post-transcriptional modification of *Spry1*. We showed that *Mettl3* knockout ameliorates the hyper-inflammatory response of macrophages caused by ADAP deficiency in vitro and in vivo, indicating METTL3 counteracts the ADAP effect on the inflammatory response of macrophages. Mechanically, ADAP interacts with METTL3, and ADAP deficiency potentiates LPS-induced m^6^A methylation within the CDS region of *Spry1* transcripts. This m^6^A modification is essential for the stabilization of *Spry1* mRNA, a process mediated by the m^6^A reader protein IGF2BP2. Notably, METTL3-deficient macrophages exhibit nearly complete loss of LPS-induced upregulation of *Spry1*, underscoring the critical role of METTL3 in this regulatory process. Furthermore, we reveal that SPRY1 exacerbates inflammation in ADAP-deficient macrophages by activating the NF-κB pathway. Collectively, our findings uncover a novel mechanism whereby ADAP forms a complex with METTL3 to restrain the METTL3-mediated m^6^A modification of *Spry1* destined for IGF2BP2 recognition. These findings uncover an unexpected function for the ADAP in the METTL3-dependent targeting of *Spry1* mRNA for m^6^A modification in macrophages and suggest a crucial biological role for METTL3-dependent *Spry1* mRNA m^6^A modification in inflammatory disease development.

Our previous studies demonstrated that LPS stimulation upregulates ADAP expression in macrophages, and ADAP-null macrophages display an enhanced inflammatory response and M1 polarization upon LPS stimulation [22]. We further discovered that this hyper-inflammatory response in ADAP-deficient macrophages is dependent on METTL3, as it was effectively prevented by either siRNA-mediated knockdown or pharmacological inhibition of METTL3 (Fig. 2). Additionally, myeloid-specific deletion of *Mettl3* mitigated LPS-induced severe inflammatory injury in ADAP-deficient mice in vivo (Fig. 3). Interestingly, our data also identified a physical interaction between ADAP and METTL3, suggesting a direct regulatory relationship between these two proteins. Thus, these findings collectively indicate that METTL3, a key methyltransferase, plays a pro-inflammatory role in the inflammatory response of macrophages. In contrast, ADAP appears to counteract the pro-inflammatory effects of METTL3, highlighting an opposing regulatory role in macrophage inflammation. This finding is in line with previous reports that METTL3 acts as a positive regulator of inflammation in macrophages [31, 32].

The MeRIP-seq combined with RNA-seq analysis identified *Spry1* as a target gene regulated by the METTL3-ADAP module in macrophage inflammatory responses. SPRY1, a member of the sprouty gene family, is known to function as a negative regulator of receptor tyrosine kinase (RTK) signal transduction [33, 34]. Recent studies have also implicated SPRY1 in macrophage-mediated inflammatory responses, including the activation of NF-κB signaling and the promotion of macrophage infiltration via the CXCL12-CXCR4 axis in pancreatic cancer [27]. However, the regulation of *Spry1* by m^6^A modification in macrophages has not been previously reported. In this study, we provide compelling evidence that *Spry1* mRNA undergoes m^6^A modified in macrophages, and this m^6^A modification is significantly enhanced upon LPS stimulation. Using luciferase reporter and mutagenesis assays, we further demonstrated that LPS-induced m^6^A modification predominantly occurs within the CDS region of *Spry1* mRNA. Importantly, METTL3 is responsible for increasing the m^6^A levels in the CDS region of *Spry1*, which is essential for its role in regulating inflammatory responses of macrophages. Notably, the level of LPS-induced m^6^A modification in *Spry1* transcripts was markedly higher in *Adap*^*-/-*^ macrophages compared to WT macrophages, suggesting that ADAP acts as a negative regulator of METTL3-mediated m^6^A modification of *Spry1*.

We provide compelling evidence that m^6^A methylation plays a critical role in regulating *Spry1* mRNA stability in macrophages. LPS-stimulated ADAP-deficient macrophages exhibited elevated m^6^A levels in *Spry1* transcripts, leading to a significant increase in *Spry1* expression at both the mRNA and protein levels. This enhanced expression of SPRY1 is associated with amplified macrophage inflammatory responses, mediated through the activation of the NF-κB signaling pathway. To our knowledge, this is the first time to demonstrate that the ADAP-METTL3 module has been shown to participate in the process of macrophage inflammatory responses via METTL3-mediated m^6^A methylation of *Spry1*.

Our results revealed that knockdown of METTL3 substantially shortened the half-life of *Spry1* mRNA, suggesting that METTL3-mediated m^6^A modification within the CDS enhances the *Spry1* mRNA stability. The increased *Spry1* expression observed in *Adap*^*−/−*^ macrophages is due to the elevated m^6^A levels in *Spry1* mRNA transcripts. The recognition of methylated RNA by m^6^A readers is a key step in regulating mRNA stability, expression, and function. Typically, m^6^A-modified mRNAs are recognized and regulated by YTHDFs or IGF2BPs, which act as direct m^6^A readers [9, 35–37]. Our data demonstrate that IGF2BP2, but not IGF2BP1 or IGF2BP3, specifically binds to m^6^A-modified *Spry1* mRNA in a METTL3-dependent manner. Furthermore, knockdown of IGF2BP2, but not IGF2BP1/3, directly impaired LPS-induced *Spry1* mRNA stability. Thus, our findings demonstrate that METTL3 stabilizes *Spry1* mRNA through an m^6^A-IGF2BP2-dependent mechanism. The enhanced SPRY1 expression in *Adap*^*−/−*^ macrophages exacerbates the inflammatory response by activating the NF-κB pathway, which is in line with the previous reports demonstrating that SPRY1 promotes CXCL12 expression in tumor cells via activating the NF-κB signaling pathway, independently of the ERK pathway [27]. Additionally, S*pry1* knockout mice exhibit impaired NF-κB pathway activation and reduced nuclear translocation of p65 following LPS injection [38]. However, it remains to be seen exactly how the ADAP upregulates the m^6^A modification of *Spry1* mRNA. One plausible explanation is that ADAP binding to METTL3 may restrain its enzymatic activity or hinder the recruitment of enzymes involved in m^6^A modification to the vicinity of METTL3. A similar regulatory model has been reported in embryonic stem cells, where ZFP217 interacts with and sequesters METTL3 protein, fine-tuning m^6^A deposition by downregulating methylase activity [39]. Investigation of such assumptions in detail would be of interest for future study.

In summary, we propose a model for the functional role of the ADAP-METTL3 module in controlling the inflammatory response in macrophages during sepsis via m^6^A modification of *Spry1* (Fig. 8). We show that LPS stimulation enhances both m^6^A methylation and expression levels of *Spry1* mRNA in macrophages, which is METTL3-dependent. The methylated *Spry1* mRNAs containing m^6^A modification in the CDS is recognized by insulin-like growth factor 2 mRNA-binding protein 2 (IGF2BP2), resulting in an enhanced stability of *Spry1* mRNA and an increased production of pro-inflammatory cytokines via activation of NF-κB pathway in macrophages. When ADAP is under-expressed, LPS-induced *Spry1* mRNA level in m^6^A methylation in macrophages is further potentiated, leading to an enhanced production of pro-inflammatory cytokines. Together, our findings highlight a novel role for ADAP-METTL3 in the control of the inflammatory response in macrophages via *Spry1* m^6^A modification, which indicates that effectively and specifically activating the TLR4-METTL3-ADAP-SPRY1 signaling axis may represent a promising target for immunotherapies in inflammatory diseases such as sepsis.

**Fig. 8:**
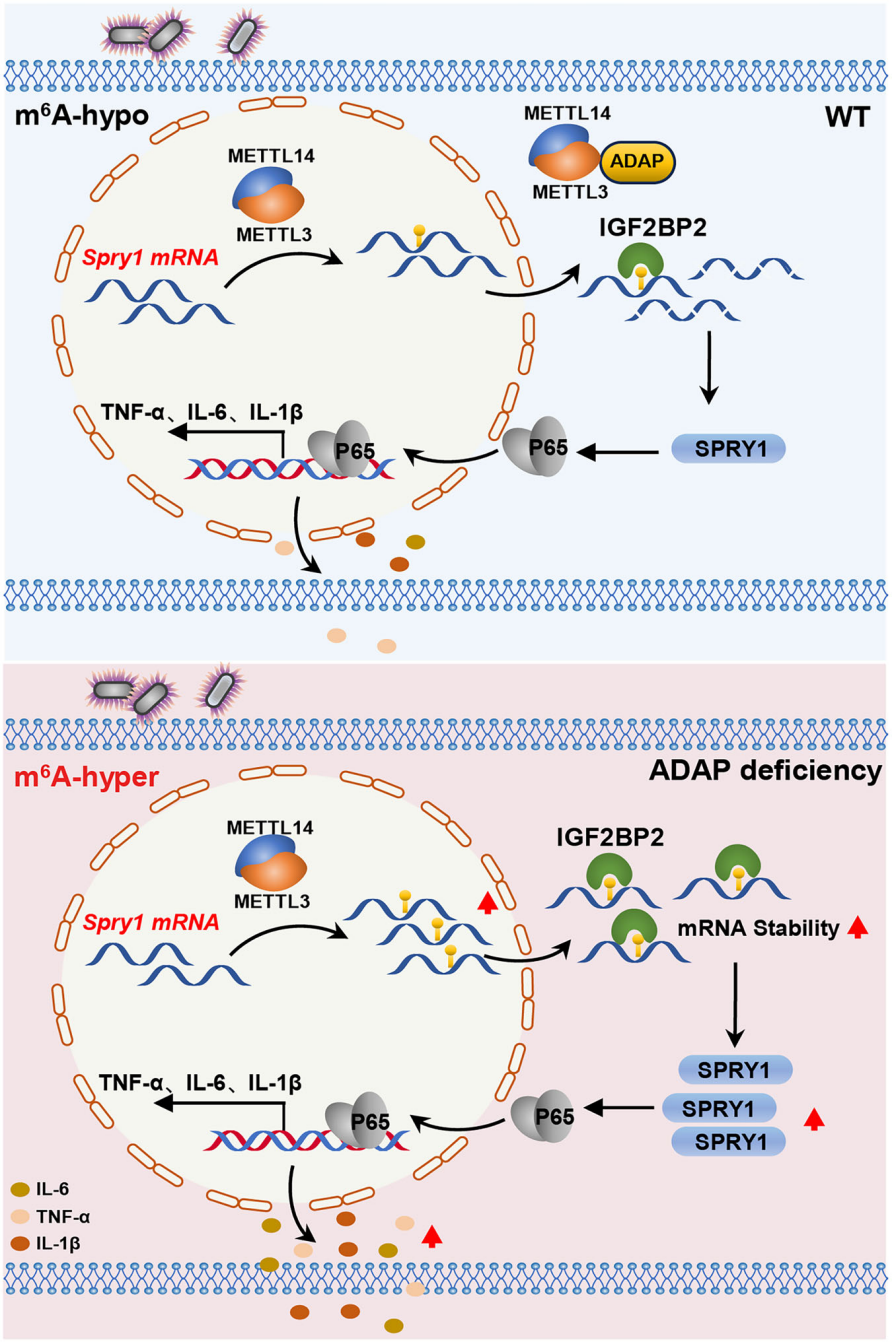
Schematic model of the ADAP-METTL3 module regulating macrophage inflammatory responses during sepsis through m^6^A modification of *Spry1.* Our data demonstrate that LPS stimulation enhances both m^6^A methylation and expression levels of *Spry1* mRNA in macrophages in a METTL3-dependent manner. m^6^A-modified *Spry1* mRNAs within the 3’-UTR are selectively recognized by IGF2BP2, which stabilizes *Spry1* transcripts. This resulted in an amplification of the production of pro-inflammatory cytokines such as TNF-α, IL-1β, and IL-6, through NF-κB pathway activation in macrophages. When ADAP is under-expressed, LPS-induced m^6^A methylation of *Spry1* mRNA is further augmented, resulting in a pronounced increase in pro-inflammatory cytokine secretion. Together, these results define a novel ADAP-METTL3 regulatory axis that fine-tunes macrophage inflammatory responses via m^6^A-dependent post-transcriptional control of *Spry1*.

## Materials and methods

### Antibodies and reagents

Lipopolysaccharide (LPS, 055:B5) was purchased from Sigma-Aldrich, and STM2457 from Med Chem Express (MCE, HY-134836). The antibodies used included: anti-ADAP (Cell Signaling Technology (CST, #11957), anti-METTL3 (Proteintech, 15073-1-AP), anti-METTL14 (Sigma-Aldrich, HPA038002), anti-m^6^A (Proteintech, 68055-1-Ig), anti-SPRY1 (CST, 13013), anti-IGF2BP1 (Proteintech, 22803-1-AP), anti-IGF2BP2 (Proteintech, 11601-1-AP), anti-IGF2BP3 (Proteintech, 14642-1-AP), anti-FTO (Proteintech, 27226-1-AP), anti-ALKBH5 (Proteintech, 16837-1-AP), anti-WTAP (Proteintech, 60188-1-Ig), anti-β-actin (Proteintech, 66009-1-Ig), anti-p65 (Proteintech, 10745-1-AP), anti-Phospho-NF-κB-p65 (Ser536) (CST, 3033), anti-HA (Proteintech, 51064-2-AP), and anti-FLAG (Proteintech, 20543-1-AP). HRP-linked anti-rabbit and anti-mouse IgG antibodies were obtained from CST (7074 and 7076, respectively). Flow cytometry antibodies included APC anti-mouse CD206 (BioLegend, C068C2), PE-Cy7 anti-mouse CD86 (BD Biosciences, 560582), PE anti-mouse F4/80 (BD Biosciences, 565410), and FITC anti-mouse CD11b (BD Biosciences, 553310), with corresponding IgG isotypes from Biosciences.

### Cell culture

Peritoneal macrophages (PMs) were isolated from mice via peritoneal lavage using 5 ml of phosphate-buffered saline (PBS), 3 days after injection of 3% thioglycolate. Bone marrow-derived macrophages (BMDMs) were obtained by flushing the femurs and tibias of mice with PBS using a syringe, followed by filtration through a 70-μm mesh filter to remove debris. The BMDMs were cultured in RPMI 1640 medium supplemented with 10% fetal bovine serum (FBS), 20% L929-conditioned medium, 100 U/ml penicillin/streptomycin, 2 mM L-glutamine, and 50 µM β-mercaptoethanol for 7 days. Immortalized BMDMs were prepared as previously described [22]. HEK 293T and RAW 264.7 cells were purchased from the American Type Culture Collection (ATCC) and maintained in high-glucose DMEM supplemented with 10% FBS and 100 U/ml penicillin-streptomycin.

### Animals

*Adap*^*−/−*^ mice were originally generated by Prof. Peterson and colleagues as described and kindly provided by Dr. CE Rudd (University of Cambridge, UK) [40]. Wild-type (WT) C57BL/6, *Lyz2-Cre* transgenic mice (Cat#: T003822), and *Mettl3*^*flox/flox*^ mice (*Mettl3*^*f/f*^) (Cat#: T006659) bearing LoxP sites were purchased from Gempharmatech Co. Ltd. (Nanjing, China). To generate macrophage-specific METTL3 knockout mice, *Mettl3*^*f/f*^ mice were crossed with *Lyz2-Cre* transgenic mice.

*Mettl3*^*f/f*^*Lyz2-Cre*^*+/−*^*Adap*^*−/*^^−^ mice were obtained by crossing *Mettl3*^*f/f*^*Lyz2-Cre*^*+/−*^ mice with *Adap*^*−/−*^ mice. Genotypes were identified by allele-specific PCR with primers listed in Supplementary Table 1. All mice were of the C57BL/6 genetic background. Sex-matched littermate mice (6–8 weeks) were used in all experiments. Mice were bred and maintained under specific pathogen-free conditions at the animal facility at Soochow University. According to the randomization principle, mice of each genotype were randomly and equally divided into two groups before the experiment: the control group and the model group. For the LPS-induced endotoxemia model, eight-week-old mice were intraperitoneally injected with saline or 20 mg/kg LPS for 24 h. For the cecal ligation puncture (CLP) sepsis model, surgery was performed as described previously [41]. Briefly, the cecum was isolated and ligated below the ileocecal valve and 1 cm from the end of the cecum, and then punctured once with a 21-G needle, followed by extrusion of a small drop of fecal contents. The cecum was then returned to the peritoneal cavity, and the skin layer was stitched shut using medical-surgical clips. In sham-operated control mice, the cecum was exposed, but no ligation nor puncture was performed. All animal procedures were approved by the Ethics Committee of Soochow University (ECSU) (Approved No 202409A0495).

### RNA extraction and real-time quantitative polymerase chain reaction (RT-qPCR)

Total RNA was extracted from cells using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). RNA quality and concentration were assessed using a Biotek Synergy. Reverse transcription of 1 μg RNA was performed using Hifair Ⅲ 1st Strand cDNA Synthesis Supermix (YEASEN, 11141ES60, China) according to the manufacturer’s instructions. RT-qPCR analysis was conducted on an Eppendorf Realplex using Hieff UNICON Universal Blue qPCR SYBR Green Master Mix (YEASEN, 11184ES25, China). Primers for qPCR analysis were listed in Supplementary Table 2, derived from Origene and synthesized by Sangon Biotech.

### Immunoblotting and immunoprecipitation

Cells were harvested, and proteins were extracted using a lysis buffer (1% Triton X-100 (v/v) in 20 mM Tris-HCl (pH 8.3), 150 mM NaCl) supplemented with a protease and phosphatase inhibitor cocktail, incubated on ice for 30 min. The samples were centrifuged at 12,000 *×* *g* for 15 min to remove debris, and the supernatant was mixed with 5 × sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) loading buffer and boiled for 5 min. Protein lysates were separated using SDS-PAGE, followed by transferring onto nitrocellulose membranes (Millipore). The membranes were blocked with 5% nonfat milk powder in 0.1% phosphate-buffered solution with 0.05% Tween-20 (PBST) for 2 h at room temperature and then incubated with primary antibodies at 4 °C overnight. After washing with PBST, the membranes were incubated with HRP-conjugated secondary antibodies for 1 h at room temperature, developed with enhanced chemiluminescence, and the membranes were visualized using a Tanon 4600.

For the immunoprecipitation assay, the cell lysates were incubated with primary antibodies for 3 h at 4 °C. The protein-antibody mixture was then mixed with Protein A/G PLUS-Agarose (GE Healthcare) and further incubated for 12 h at 4 °C. After washing with the lysis buffer three times, the agarose beads were boiled with 2 × SDS-PAGE loading buffer and the associated proteins were detected by immunoblotting.

### Flow cytometry analysis

BMDMs were harvested and resuspended in FCSA buffer (PBS with 2% FBS) after treatment with PBS or LPS. Fluorescence-conjugated antibodies anti-CD11b, anti-F4/80, anti-CD86, and the corresponding IgG isotypes were added to the cells in FASC buffer and incubated on ice for 1 h. For intracellular CD206 staining, fixed and permeabilized cells were treated using the eBioscience Intracellular Fixation & Permeabilization Buffer Set (Thermo Fisher Scientific, 88-8824-00) according to the manufacturer’s instructions. The cells were then washed twice and resuspended in PBS. Stained cells (1 × 10^4^) were analyzed using flow cytometry on a FACS Calibur.

### Hematoxylin-eosin (H&E) staining

Lungs, livers, and left kidneys from mice were fixed in 4% paraformaldehyde, dehydrated, and embedded in paraffin. Hematoxylin and eosin staining was performed on 5-μm sections as described previously [42]. Stained slides were examined under a microscope (Nikon, Tokyo, Japan). The H&E score of lung lesions was assessed based on the extent of epithelial denaturation/collapse, pneumocyte degeneration, inflammatory cell infiltration, edema, hemorrhage, exudation, and parenchymal wall expansion, scored 0 (normal) to 4 (severe) per parameter [43]. Liver injury was evaluated using Suzuki’s criteria [44], scoring vascular congestion, hepatocyte vacuolization, and necrosis from 0 (none) to 4 (severe), with the sum generating a composite score (0–12). Kidney injury was scored 0–5 according to tubular damage percentage: 0 (normal), 1 (focal necrosis), 2 (≤25%), 3 (25–50%), 4 (51–75%), and 5 (≥76%) [45]. The tissue injury scores were evaluated by two pathologists who were blinded to the sample identities.

### Enzyme-linked immunosorbent assay (ELISA)

The concentrations of TNF-α, IL-6, and IL-1β in mouse serum were detected by ELISA kits, according to the manufacturer’s instructions (R&D Systems).

### M^6^A quantification

The m^6^A levels of RNA in cells were quantified by dot blot assays. Total RNA was extracted from cells using Trizol (Invitrogen, USA) reagent and measured using a Biotek Synergy. For the dot blot assay, the obtained RNA was diluted to 250 ng/μl and denatured at 95 °C for 5 min, after which 2 μl of the diluted RNA was separately spotted on the Hybond-N^+^ membrane (Millipore, USA). The membranes were then UV cross-linked at 245 nm for 1 h and blocked with 5% nonfat milk at room temperature for 1 h. The membranes were then incubated with anti-m^6^A antibody (68055-1-Ig, Proteintech, 1:1000) overnight at 4 °C. After washing three times in PBST, horseradish peroxidase (HRP)-conjugated secondary antibody (1:10,000 dilution) was added to the membranes for 1 h at room temperature. After washing with TBST three times, signals were detected using the Tanon system. Membranes were stained in a 0.02% methylene blue solution (pH 5.2) to show the total RNA for each group, and the results were captured by a camera.

### Methylated RNA immunoprecipitation sequencing (MeRIP-seq) and RNA-seq

PMs isolated from WT and *Adap*^−/−^ mice were cultured in 10 cm dishes and treated with 1 μg/ml LPS for 6 h. Total RNA was extracted and purified with TRIzol reagent (Invitrogen, USA) following the manufacturer’s procedure. The RNA amount and purity were examined using a Nanodrop 2000 (Thermo Fisher Scientific, USA). Subsequently, the RNA was fragmented into approximately 100-nt fragments using RNA Fragmentation Reagents (Invitrogen, AM8740). Approximately one-tenth of the fragmented RNA was preserved as the input control for further RNA sequencing. The remaining RNA was incubated with an m^6^A-specific antibody (Synaptic Systems, 202203), and immunoprecipitation was performed using an EpiMark N6-Methyladenosine Enrichment Kit (New England Biolabs) following the manufacturer’s protocols. Both MeRIP-seq and RNA-seq were performed on the Illumina HiSeqTM 2500/4000 by Gene Denovo Biotechnology Co., Ltd (Guangzhou, China), and bioinformatic analysis was conducted using Omicsmart, a real-time interactive online platform for data analysis (http://www.omicsmart.com).

### MeRIP-qPCR

The protocol of MeRIP was adapted from previous descriptions with minor modifications [46, 47]. Briefly, 20 μg of total RNA was isolated and fragmented into segments of 100 nucleotides or less using a fragmentation buffer (Invitrogen, AM8740); one-tenth of the fragmented RNA was retained as an input control. Then, protein A/G magnetic beads (Thermo Fisher Scientific, 88802) were prewashed and incubated with 5 μg of anti-m^6^A antibody (Proteintech, 68055-1-Ig) or anti-mouse immunoglobulin G (IgG) at 4 °C overnight with rotation. After three washes, the antibody-conjugated beads were combined with the remaining fragmented RNA in immunoprecipitation buffer (150 mM NaCl, 10 mM Tris-HCl, pH 7.4, 0.1% NP-40) containing RNase inhibitors and incubated for 6 h at 4 °C. After three washes, TRIzol was added to the beads-antibody-RNA complexes to extract the bound RNA. Genes with m^6^A modifications were identified using RT-qPCR with specific primers, and the corresponding m^6^A enrichment was calculated by normalizing to the input control.

### RIP-qPCR

Cells were lysed in 1.28 M sucrose, 40 mM Tris-HCl (pH 7.5), 20 mM MgCl_2_, and 4% Triton X-100 with protease inhibitor added, for 20 min on ice, followed by centrifugation at 2500 × *g* for 15 min. The precipitate was collected in RIP buffer (150 mM KCl, 25 mM Tris pH 7.4, 5 mM DTT, 0.5% NP-40) supplemented with 100 U/ml RNase and protease inhibitors. Following centrifugation at 13,000 × *g* for 10 min, the supernatant was incubated with IGF2BP1, IGF2BP2, IGF2BP3, or the corresponding IgG antibodies for 5 h, and protein A/G magnetic beads were then added and incubated for an additional 3 h at 4 °C. After washing three times with RIP buffer, RNA was eluted using TRIzol methods. An RT-qPCR assay was performed to detect RNA binding to proteins or antibodies.

### siRNA transfection

METTL3 siRNA (si-METTL3), IGF2BP1 siRNA (si-IGF2BP1), IGF2BP2 siRNA(si-IGF2BP2), IGF2BP3 siRNA (si-IGF2BP3), SPRY1 siRNA (si-SPRY1), and related negative control siRNA (si-NC) were all synthesized by Sangon Biotech (Shanghai, China). WT and ADAP knockdown RAW 264.7 cells were transfected with siRNA using Lipofectamine RNAiMAX reagent (13778030, Thermo Fisher Scientific, USA) when the cell confluence reached ~80%. Cells were collected 24–48 h post-transfection for further experiments. All siRNA sequences are listed in Supplementary Table 3.

### Plasmid constructs and mutagenesis

HA-tagged ADAP and its mutant were previously described [21]. FLAG-METTL3 (P8770), FLAG-METTL14 (P22487), and HIS-IGF2BP2 (P41751) were purchased from MiaoLingBio (China), MYC-WTAP (HG12018) was obtained from SinoBiological. Truncated FLAG-METTL3 mutants were generated by deleting the sequence encoding amino acids 389–581 or 1–389 using the FLAG-METTL3 plasmid as a template. D394A (GAC to GCC) and W397A (TGG to GCG) mutations in FLAG-METTL3 were introduced with a Hieff Mut™ Site-Directed Mutagenesis Kit (YEASEN, 11003ES10, China) following the manufacturer’s instructions. For luciferase assays, a fragment containing the m^6^A site in *Spry1* cDNA was cloned downstream of the pTA-LUC firefly luciferase promoter (Clontech) to create *Spry1* wild-type (*Spry1*-WT). A mutated version, *Spry1*-Mut, was generated by altering the m^6^A motif (5’-GGACT-3’) to 5’-GGTCT-3’ using the Mutagenesis Kit above. Each plasmid insert was confirmed by Sanger sequencing.

### Lentiviral plasmids and cell transduction

Lentiviral plasmids pLVX-METTL3, pLV2-IGF2BP2-shRNA1-EGFP, pLV3-CMV-IGF2BP2-3 × FLAG-CopGFP, and pLV3-CMV-SPRY1-3 × FLAG-CoGFP were constructed by MiaoLingBio. Packaging plasmids were co-transfected with these lentiviral vectors into HEK 293T cells. Viral supernatants were harvested 48 h post-transfection and used to infect WT or ADAP knockdown RAW 264.7 cells with polybrene (8–10 µg/ml). Knockdown efficiency was validated by Western blot analysis.

### Luciferase reporter assay

Dual-Luciferase assays were performed by a Dual-Luciferase Reporter Gene Assay Kit (YEASEN, 11402ES60) according to the manufacturer’s protocol. HEK 293T cells were seeded in six-well plates and co-transfected with IGF2BP2, METTL3-WT or METTL3-Mut, *Spry1*-WT, or *Spry1*-Mut plasmids, along with 0.5 μg pRL-TK Renilla luciferase reporter, using DNA Transfection Reagent (40802ES03, YEASEN). After 48 h, cells were lysed, and firefly luciferase (FLuc) activity was normalized to Renilla luciferase (RLuc).

### Immunofluorescence staining

PMs isolated from WT and *Adap*^*−/−*^ mice were seeded on glass slides in 12-well plates. After PBS or LPS treatment for 6 h, cells were fixed with 4% paraformaldehyde (PFA) for 15 min and permeabilized with 0.25% Triton X-100 for 15 min. Cells were washed three times with PBS and blocked with 5% goat serum for 1 h, followed by overnight incubation with primary antibodies at 4 °C. After washing with PBS three times, secondary antibodies were added and incubated at room temperature for 1 h. Nuclei were stained with 4′,6′­diamidino­-2­-phenylindole dihydrochloride (DAPI, Molecular Probes, Beyotime Biotechnology, Shanghai, China) for 5 min. Slides were imaged with a Zeiss LSM 880 confocal microscope. The primary antibodies used in this work included ADAP (1:500, BD Biosciences, 610944, USA) and METTL3 (1:1000, Proteintech, 15073-1-AP, USA). Secondary antibodies included goat anti-mouse IgG Alexa Fluor 488 (1:1000, Invitrogen, A-11001, USA), goat anti-rabbit IgG Alexa Fluor 568 (1:1000, A-11011, Invitrogen, USA).

### RNA stability assay

RNA stability was analyzed by treating cells with 5 μg/ml actinomycin D (ActD), followed by cell collection at specific time intervals. Total RNA was extracted and subjected to RT-qPCR to quantify relative *Spry1* mRNA abundance (relative to 0 h).

### Statistical analysis

All data are expressed as the mean ± standard error of the mean (SEM) from at least three independent experiments. For statistical analysis, unpaired two-tailed Student’s *t*-test and comparisons among more than two groups were performed using ANOVA. For data satisfying homogeneity of variance, within-group multiple comparisons were conducted with the Bonferroni correction. If heterogeneity of variance was detected, Welch’s adjusted ANOVA was employed. Statistical analysis was performed with GraphPad Prism 8.0. *P ≤ 0.05, **P ≤ 0.01, and ***P ≤ 0.001 were considered statistically significant.

## Supplementary information

supplementary figure1

supplementary figure2

supplementary figure3

supplementary figure4

supplementary figure5

supplementary figure6

Supplementary Figure Legends

Supplementary Tables

Original western blots

## Data Availability

The data supporting the findings of this study are available from the corresponding author upon reasonable request. The MeRIP-seq data generated in this work have been deposited in the Gene Expression Omnibus (GEO) database (GEO accession number: GSE302809). All other relevant data are available from the corresponding author upon request.

# Supplementary material for: ADAP-METTL3 modulates the inflammatory responses of macrophages via m6A modification of Spry1
**Source:** Cell Death Dis. 2025 Oct 7;16(1):708. doi: 10.1038/s41419-025-08008-x
**Supplement:** Supplementary file 7 — Supplementary Figure Legends

**Supplementary Information**

**Figure S1. The absence of ADAP does not affect LPS-induced METTL3 expression in macrophages**

**A-O,** PMs isolated from WT and *Adap^-/-^* mice were either mock-treated or stimulated with LPS(1 μg/ml) for 6 h. Total RNA were extracted, and the mRNA expression of key m^6^A regulatory genes, including *Mettl3* (A), *Mettl14* (B), *Wtap (C)*, *Virma (D)*, *Rbm15* (E), *Elf3* (F), *Fto* (G), *Alkbh5* (H), *Hnrnpc* (I), *Ythdf1* (J), *Ythdf2* (K), *Ythdf3* (L), *Igf2bp1* (M), *Igf2bp2* (N), and *Igf2bp3* (O), were quantified using RT-qPCR. The relative mRNA levels were normalized to the *Gapdh* expression. n = 4. ns, nonsignificant. **P,** PMs from WT or *Adap^-/-^* mice were either mock-treated or treated with LPS (1 μg/ml, 12 h) as indicated. Cells were collected and lysed, and protein levels of METTL3, METTL14, WTAP, FTO, and ALKBH5 were analyzed by immunoblotting. β-actin was served as a loading control.

**Figure S2.** **Verification of knockdown and overexpression in cell lines.**

**A,** RAW 264.7 cells were transfected with either a negative control siRNA or three different *Mettl3*-targeting siRNAs. 24 h after transfection, total RNA was extracted, and the mRNA levels of METTL3 were quantified using RT-qPCR. The relative expression of METTL3 was normalized to the housekeeping gene *Gapdh*. n = 5. **P* < 0.05, ***P* < 0.01, ns, nonsignificant, compared versus non-targeting control siRNA by Student’s *t* test. **B,** RAW 264.7 cells were transfected with either a control scrambled siRNA or METTL3 siRNA for 48 h. Cell lysates were prepared and subjected to immunoblotting using an anti-METTL3 antibody. **C-D,** WT(C) and ADAP knockdown (D) RAW 264.7 cells were infected with either lentivirus vector or a lentivirus containing METTL3-overexpression sequence (OE) for 48 h. Following puromycin selection for 14 days, cells were harvested, and whole-cell lysates were analyzed by Western blotting using antibodies against the indicated proteins. **E-G,** RAW 264.7 cells were transfected with *Igf2bp1, Igf2bp2, or Igf2bp3* siRNA, or a non-targeting control siRNA for 24 h. The mRNA levels of *Igf2bp1* (E), *Igf2bp2* (F) and *Igf2bp3* (G) were quantified by RT-qPCR. n = 4 for each group. *P* values were calculated by Student’s *t* test. **P* < 0.05, ***P* < 0.01, ****P* < 0.001 compared versus non-targeting control siRNA. **H-J,** RAW 264.7 cells were transiently transfected with *Igf2bp1, Igf2bp2, or Igf2bp3* siRNA, or a non-targeting control siRNA. 48 h post transfection, cells were lysed, and the lysates were analyzed by immunoblotting with anti-IGF2BP1(H), anti-IGF2BP2(I), and anti-IGF2BP3 antibody (J). β-actin was used as an internal control. **K and L,** WT RAW 264.7 cells (K) and ADAP knockdown RAW 264.7 cells (L) were infected with lentivirus carrying either a control vector plasmid or a shRNA targeting IGF2BP2. Following puromycin selection for 7–14 days, cells were harvested and lysed, and the knockdown efficiency of IGF2BP2 was assessed by Western blotting. **M and N,** WT RAW 264.7 cells (M) and ADAP knockdown RAW 264.7 cells (N) were infected with lentivirus containing either a control vector plasmid or a specific plasmid overexpressing IGF2BP2. 48 h post-infection, cells were cultured in the presence of puromycin for 7–14 days. Cell lysates were then analyzed by immunoblotting using the indicated antibodies. **O,** RAW 264.7 cells were transfected with either a non-targeting control siRNA or *Spry1-*targeting siRNA for 24 h. Total RNA was isolation, and the mRNA expression of *Spry1* was quantified by RT-qPCR. n = 4. The student’s *t* test was used to determine statistical significance. **P* < 0.05, ***P* < 0.01, ****P* < 0.001 compared versus non-targeting control siRNA. **P,** RAW 264.7 cells were transfected with *Spry1*-targeting siRNA or a non-targeting control siRNA. Forty-eight hours post-transfection, cells were lysed, and the lysates were subjected to immunoblotting with the indicated antibodies. **Q and R,** WT RAW 264.7 cells (Q) and ADAP knockdown RAW 264.7 cells (R) were infected with either a lentivirus vector or a lentivirus carrying a specific plasmid overexpressing *Spry1* for 48 h, followed by puromycin selection for 7–14 days. The expression of SPRY1 was assessed by Western blotting in cell lysates.

**Figure S3. Construction and verification of myeloid *Mettl3*-deficient mice.**

**A,** Schematic representation of the targeting strategy for generating *Mettl3* conditional knockout (*cKO*) mice**.** The floxed-*Mettl3* allele was engineered by flanking exons 2 and 4 with the loxP sites. Macrophage-specific deletion of *Mettl3* was achieved by crossing floxed-*Mettl3* mice with transgenic mice expressing Cre recombinase under the control of the lysozyme 2 (*Lyz2*) enhancer/promoter. **B,** Breeding strategy for generating *Mettl3* *cKO* mice. Floxed-*Mettl3* mice were crossed with *Lyz2-Cre* transgenic mice to produce *Mettl3^fl/fl^Lyz2-Cre^+/-^* (*cKO*) offspring. **C and D,** PMs (C) and BMDMs (D) were isolated from *Mettl3^fl/fl^* (WT) and *Mettl3^fl/fl^Lyz2-Cre^+/-^* (*cKO*) mice. Total RNA was extracted, and the mRNA expression levels of METTL3 were quantified by RT-qPCR. Relative expression values were normalized to *Gapdh* mRNA levels. Data are expressed as the mean ± SEM (n = 3). ***P* < 0.01, ****P* < 0.001 by unpaired Student’s *t* test. **E and F,** PMs (E) and BMDMs (F) from *Mettl3^fl/fl^* (WT) and *Mettl3^fl/fl^ Lyz2-Cre^+/-^* (*cKO*) mice were cultured and lysed. Cell lysates were subjected to immunoblotting with an anti-METTL3 antibody. β-actin was probed as a loading control. **G and H,** Total RNA was isolated from PMs (G) and BMDMs (H) of *Mettl3^fl/fl^* (WT) and *Mettl3^fl/fl^ Lyz2-Cre^+/-^*(*cKO*) mice. 500 ng mRNA was subjected to Dot blot analysis with an anti-m^6^A antibody. The levels of m^6^A are shown in the upper panel. Equal RNA loading was confirmed by methylene blue staining (lower panel). **I,** Genomic DNA was extracted from the tails of WT, *Adap^-/-^*, *Mettl3^f/f^Lyz2-Cre^+/-^* (*cKO*), and *Mettl3^f/f^Lyz2-Cre^+/-^Adap^-/-^* (*dKO*) mice. Genotyping was performed by genomic PCR. **J,** PMs from WT, *Adap^-/-^*, *Mettl3^f/f^Lyz2-Cre^+/-^* (*cKO*), and *Mettl3^f/f^Lyz2-Cre^+/-^Adap^-/-^* (*dKO*)mice were cultured and lysed. Cell lysates were analyzed by Western blotting using anti-ADAP and anti-METTL3 antibodies. β-actin was used as a loading control.

**Figure S4.** **METTL3 depletion ameliorates ADAP-deficiency-induced mortality and multi-organ damage in LPS-challenged mice.**

**A,** WT, *Adap*^-/-^, *Mettl3^f/f^Lyz2-Cre^+/-^*, and *Mettl3^f/f^Lyz2-Cre^+/-^Adap^-/-^* mice were

intraperitoneally injected with LPS (20 mg/kg), and survival was monitored over 24 h. Kaplan-Meier analysis was conducted (n = 12/group). **B and C,** WT, *Adap*^-/-^, *Mettl3^f/f^Lyz2-Cre^+/-^*, and *Mettl3^f/f^Lyz2-Cre^+/-^Adap^-/-^* mice were intraperitoneal injection saline or LPS (20 mg/kg) for 24 h. (B) Liver tissues were collected and subjected to hematoxylin and eosin (H&E) staining. Scale bars, 50 μm. (C) Liver injury was histologically scored and compared across groups (n = 6/group, two-way ANOVA). **D,** H&E staining of kidney sections from WT, *Adap*^-/-^, *Mettl3^f/f^Lyz2-Cre^+/-^*, and *Mettl3^f/f^Lyz2-Cre^+/-^Adap^-/-^* mice 24 h post-saline or LPS injection. Scale bar, 50 μm. **E,** Kidney scores were obtained from the pathological assessment of kidney tissues (n = 6). **F,** Representative flow cytometric gating strategy for FITC-CD11b^+^F4-80^+^CD86^+^ and FITC-CD11b^+^F4-80^+^CD206^+^ macrophage sub-populations. Cells were harvested from bone marrow-derived macrophages (BMDMs) of WT mouse. FSC, forward scatter; SSC, side scatter.

**Figure S5. METTL3 depletion ameliorates ADAP-deficiency-induced inflammatory damage in in septic CLP-treated mice.**

**A-C,** WT, *Adap*^-/-^, *Mettl3^f/f^Lyz2-Cre^+/-^*, and *Mettl3^f/f^Lyz2-Cre^+/-^Adap^-/-^* mice were subjected to CLP or sham operation for 24 h. Lung tissues were collected and total RNA was extracted. Relative mRNA expression levels of proinflammatory cytokines TNF-α (A), IL-1β (B) and IL-6 (C) were determined by RT-qPCR. (n = 6/group). *Gapdh* mRNA was used as an internal control to normalize the gene expression. ****P* < 0.001. ns, nonsignificant, two-way ANOVA. **D-F,** WT, *Adap*^-/-^, *Mettl3^f/f^Lyz2-Cre^+/-^*, and *Mettl3^f/f^Lyz2-Cre^+/-^Adap^-/-^* mice were subjected to CLP or sham operation for 24 h. Serum samples were subsequently collected and analyzed for concentrations of TNF-α (D), IL-1β (E), and IL-6 (F) using enzyme-linked immunosorbent assay (ELISA) (n = 5/group). Data are expressed as mean ± SEM. Statistical significance was determined using two-way ANOVA. ****P* < 0.001. ns, nonsignificant. **G-I,** WT, *Adap*^-/-^, *Mettl3^f/f^Lyz2-Cre^+/-^*, and *Mettl3^f/f^Lyz2-Cre^+/-^Adap^-/-^* mice were subjected to CLP or sham operation. At 24 h post operation, lung (G), kidney (H) and liver (I) tissues were collected, fixed in 4% paraformaldehyde, and processed for HE staining. Scale bars, 100 μm. Tissue injury scores were quantified as described in Methods.

**Figure S6. Validation of m^6^A-modified candidate genes.**

**A,** MeRIP-seq analysis was performed on PMs extracted from WT and *Adap*^-/-^ mice, either mock-treated or stimulated with LPS (1 μg/ml) for 6 h. The number of m^6^A peaks on each chromosome is presented in the graph. **B-E,** PMs from WT and *Adap^-/-^* mice were treated with or without 1 μg/ml LPS for 6 h. 

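Over the 7069 merged peaks of the deposited table, chromosome 11 held the most, 682 (9.65%), followed by chromosome 7 with 568 and chromosome 2 with 551. Chromosome X held 121 peaks, the mitochondrial genome 3 and chromosome Y 1. Of the 292 peaks past an absolute log2 fold change of 1 and an unadjusted p of 0.05 between *Adap*-/- and WT PMs after LPS, 31 lay on chromosome 11, 30 on chromosome 2 and 26 on chromosome 1. The table merges the peaks of all groups, so the numbers are not split by group.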

Total RNA was extracted and subjected to MeRIP-seq analysis. The m^6^A-methylated peaks of *Cd300lb* (B), *Pou3f1* (C), *Cish* (D) and *Spry1*(E) mRNA transcripts were visualized using Integrative Genomics Viewer (IGV) plots. **F-I,** PMs from WT and *Adap^-/-^* mice were stimulated with LPS (1 μg/ml) for 6 h. The mRNA expression levels of *Pou3f1* (F), *Cd300lb* (G), *Cish* (H), and *Spry1* (I) were quantified by RT-qPCR. n = 4. **P* < 0.05, ***P* < 0.01, ****P* < 0.001 compared versus WT group.

# Supplementary material for: ADAP-METTL3 modulates the inflammatory responses of macrophages via m6A modification of Spry1
**Source:** Cell Death Dis. 2025 Oct 7;16(1):708. doi: 10.1038/s41419-025-08008-x
**Supplement:** Supplementary file 8 — Supplementary Tables

**Table S1. The primer sequence for mouse gene identification.**

| Names | Sequence (5’-3’) | |
| --- | --- | --- |
| Lyz2-Cre-5’ | Forward | AGTGCTGAAGTCCATAGATCGG |
|  | Reverse | CTGATTCTCCTCATCACCAGG |
| Lyz2-Cre-WT | Forward | AGTGCTGAAGTCCATAGATCGG |
|  | Reverse | GTCACTCACTGCTCCCCTGT |
| METTL3-5’ | Forward | ATAACCCTGGCTGTCCCG |
|  | Reverse | TCATTCACATGGCAGCACTT |
| METTL3-3’ | Forward | CCTTTGGAATGGCTACTGC |
|  | Reverse | ATCAGAAAGCCCATCCTCA |
| ADAP-WT | Forward | CCGTGGGGCCAAAGTCAGGAGAA |
|  | Reverse | CCCACCCCAAGGTCCTTTCTTAC |
| ADAP-KO | Forward | CCCACCCCAAGGTCCTTTCTTAC |
|  | Reverse | GCGCTACCGGTGGATGTGTGGAATGT |

**Table S2. The primer sequences for RT-qPCR.**

| Gene names | Sequence (5’-3’) | |
| --- | --- | --- |
| IL-1β | Forward | TGGACCTTCCAGGATGAGGACA |
|  | Reverse | GTTCATCTCGGAGCCTGTAGTG |
| IL-6 | Forward | TACCACTTCACAAGTCGGAGGC |
|  | Reverse | CTGCAAGTGCATCATCGTTGTTC |
| TNF-α | Forward | GGTGCCTATGTCTCAGCCTCTT |
|  | Reverse | GCCATAGAACTGATGAGAGGGAG |
| SPRY1 | Forward | GGACACTCAGCCTGCTACGATT |
|  | Reverse | AGCAGGTCTTCTCGCTACCGAA |
| IGF2BP1 | Forward | CCTGGCTCATAACAACTTCGTCG |
|  | Reverse | CCTTCACAGTGATGGTCCTCTC |
| IGF2BP2 | Forward | TGAAGCCTGTGCCAATGCTGAG |
|  | Reverse | CCAGTCGAAAAGATGCCAAGTGC |
| IGF2BP3 | Forward | CCACCCAGTTTGTTGGAGCCAT |
|  | Reverse | GGATAGTAATGGACTTCTCCGCG |
| METTL3 | Forward | CAGTGCTACAGGATGACGGCTT |
|  | Reverse | CCGTCCTAATGATGCGCTGCAG |
| POU3F1 | Forward | ACAGCCTGCAACTGGAGAAGGA |
|  | Reverse | CAGGCGCATAAACGTCGTCCAT |
| CISH | Forward | GGATCTGCTGTGCATAGCCAAG |
|  | Reverse | CTCGAACTAGGAATGTACCCTCC |
| CD300LB | Forward | ACGGCAGTACAGACATGGTGTC |
|  | Reverse | GAGTTGACCTCTTCAGCCAGAG |
| GAPDH | Forward | CATCACTGCCACCCAGAAGACTG |
|  | Reverse | ATGCCAGTGAGCTTCCCGTTCAG |
| SPRY1 | Forward | AAGCCATCAGAGGCAGCAAT |
| (for MeRIP-qPCR) | Reverse | TTTTCGGGTCTTGGTGCAGT |

**Table S3. The sequences of siRNAs used in this study.**

| Names | Sequence (5’-3’) | |
| --- | --- | --- |
| Si-NC | sense | UUCUCCGAACGUGUCACGUTT |
|  | antisense | ACGUGACACGUUCGGAGAATT |
| si-METTL3 #1 | sense | GCUGCACUUCAGACGAAUUAUTT |
|  | antisense | AUAAUUCGUCUGAAGUGCAGCTT |
| si-METTL3 #2 | sense | CGUCAGUAUCUUGGGCAAAUUTT |
|  | antisense | AAUUUGCCCAAGAUACUGACGTT |
| si-METTL3 #3 | sense | GCACCCGCAAGAUUGAGUUAUTT |
|  | antisense | AUAACUCAAUCUUGCGGGUGCTT |
| si-IGF2BP1 #1 | sense | GCAGUAUGUAGGCGCUAUCAUTT |
|  | antisense | AUGAUAGCGCCUACAUACUGCTT |
| si-IGF2BP1 #2 | sense | GAAACACCUGACUCCAAAGUUTT |
|  | antisense | AACUUUGGAGUCAGGUGUUUCTT |
| si-IGF2BP1 #3 | sense | CGACCAAGUCAUUGUUAAGAUTT |
|  | antisense | AUCUUAACAAUGACUUGGUCGTT |
| si-IGF2BP2 #1 | sense | CCUCUCGGGUAAAGUGGAAUUTT |
|  | antisense | AAUUCCACUUUACCCGAGAGGTT |
| si-IGF2BP2 #2 | sense | CCUUGCAGGAUUUGAGCAUUUTT |
|  | antisense | AAAUGCUCAAAUCCUGCAAGGTT |
| si-IGF2BP2 #3 | sense | CGGAUCUUUGGGAAACUGAAATT |
|  | antisense | UUUCAGUUUCCCAAAGAUCCGTT |
| si-IGF2BP3 #1 | sense | CCUUAGACAAACUGAAUGGAUTT |
|  | antisense | AUCCAUUCAGUUUGUCUAAGGTT |
| si-IGF2BP3 #2 | sense | CGCGGAGAAGUCCAUUACUAUTT |
|  | antisense | AUAGUAAUGGACUUCUCCGCGTT |
| si-IGF2BP3 #3 | sense | CCUACCCACAAUUUGAGCAAUTT |
|  | antisense | AUUGCUCAAAUUGUGGGUAGGTT |
| si-SPRY1 #1 | sense | UUGGUAUUAGAGGCAGAUUTT |
|  | antisense | AAUCUGCCUCUAAUACCAATT |
| si-SPRY1 #2 | sense | UGGACUUAGUUUGGUUUAUTT |
|  | antisense | AUAAACCAAACUAAGUCCATT |
| si-SPRY1 #3 | sense | UGCUUAAAUAAGCUAUAUATT |
|  | antisense | UAUAUAGCUUAUUUAAGCATT |

# Supplementary material for: ADAP-METTL3 modulates the inflammatory responses of macrophages via m6A modification of Spry1
**Source:** Cell Death Dis. 2025 Oct 7;16(1):708. doi: 10.1038/s41419-025-08008-x

Fig. 1A

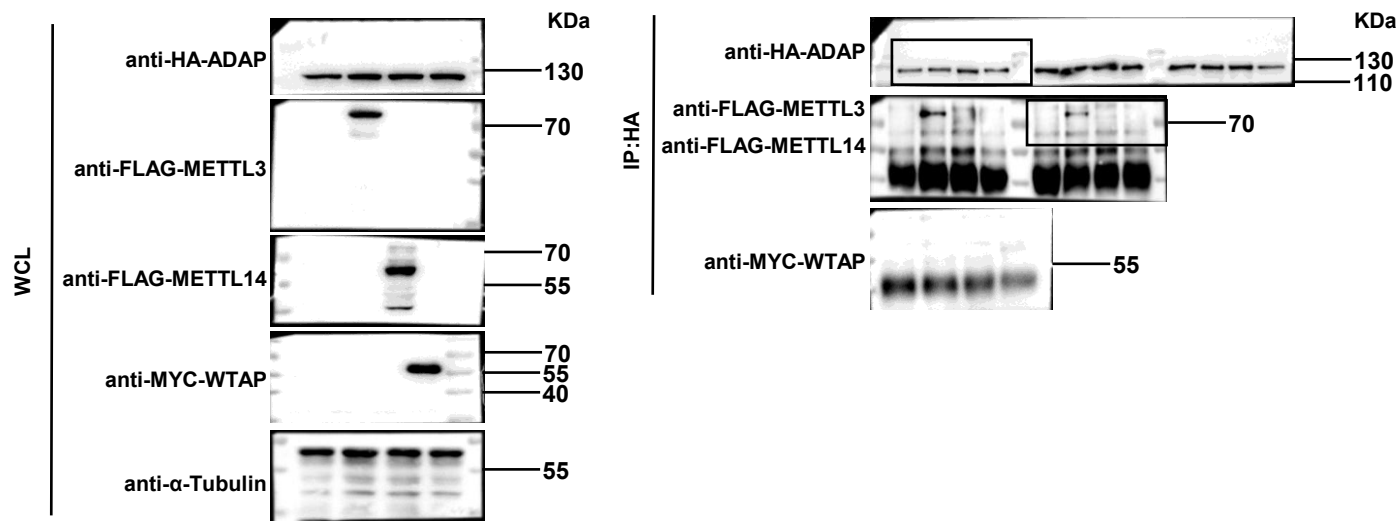

Fig. 1B

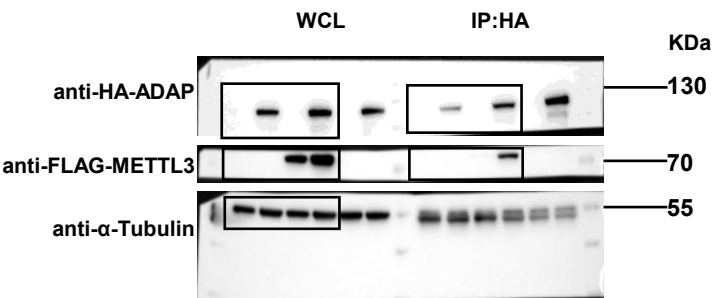

Fig. 1C

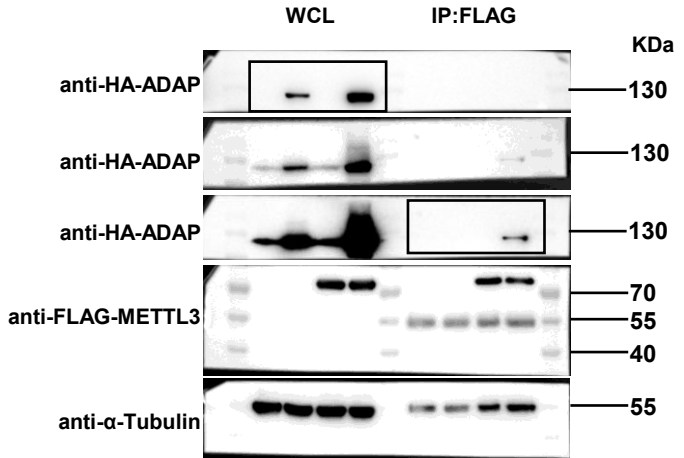

Fig. 1D

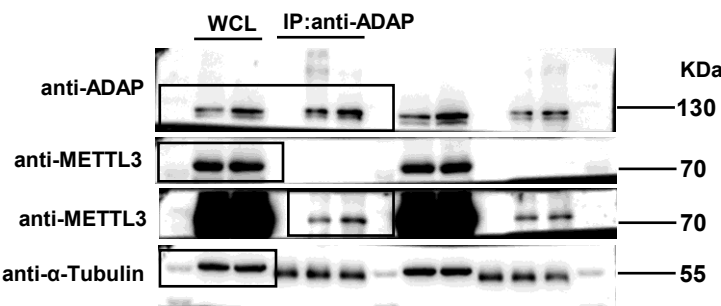

Fig. 1F

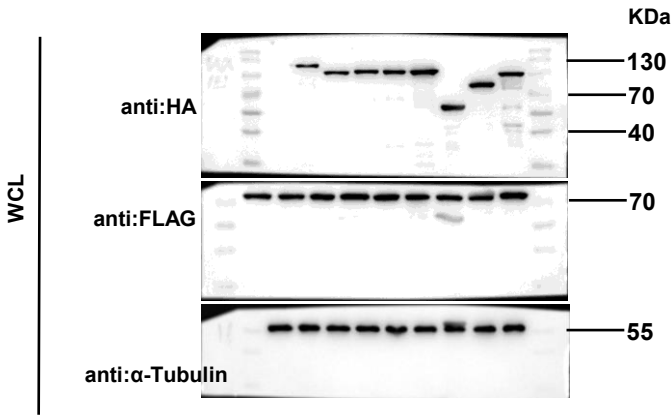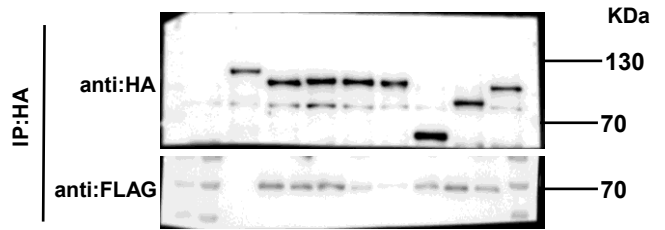

Fig. 1G

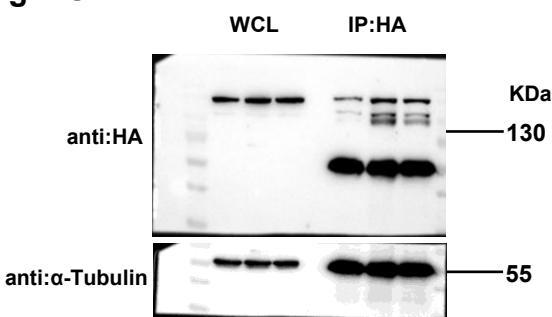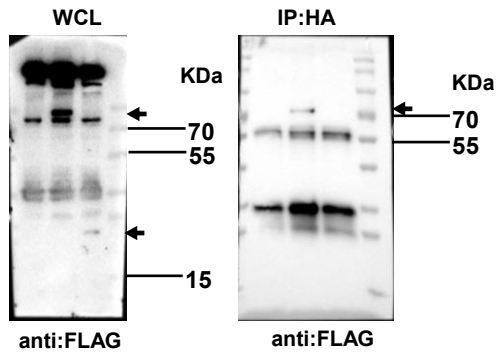

Fig. 5K

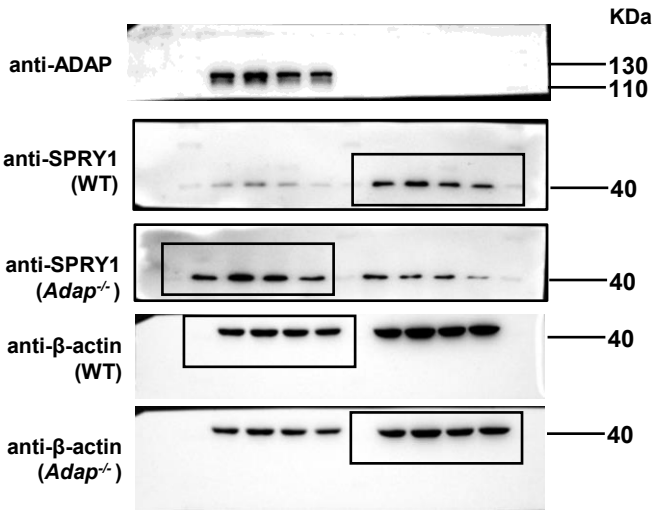

Fig. 5L

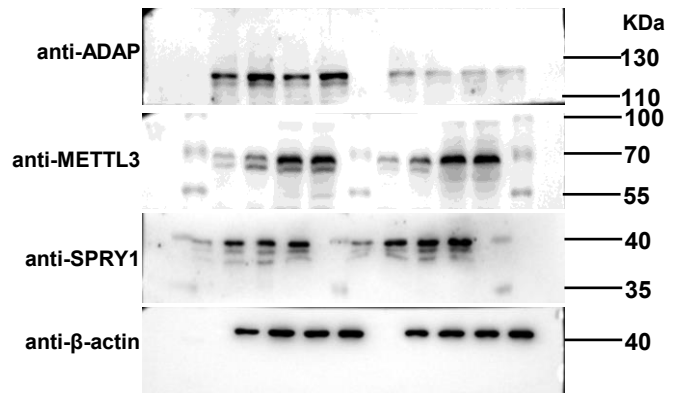

Fig. 6L

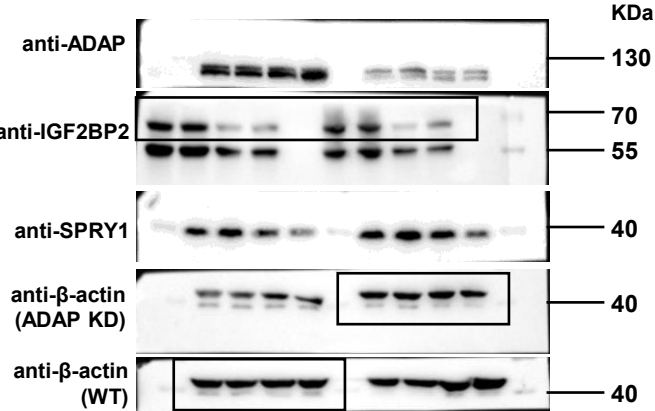

Fig. 6M

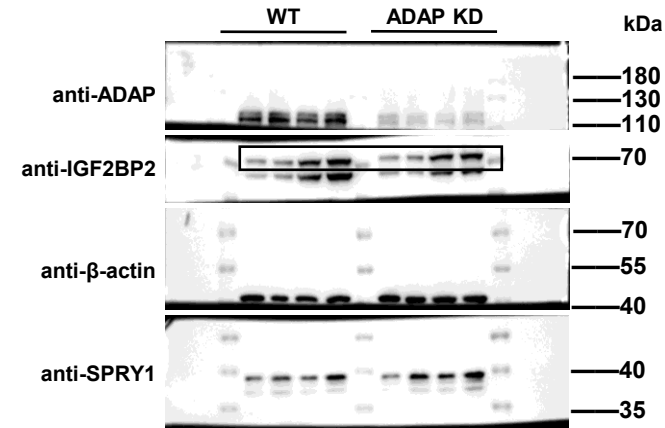

Fig. 7D

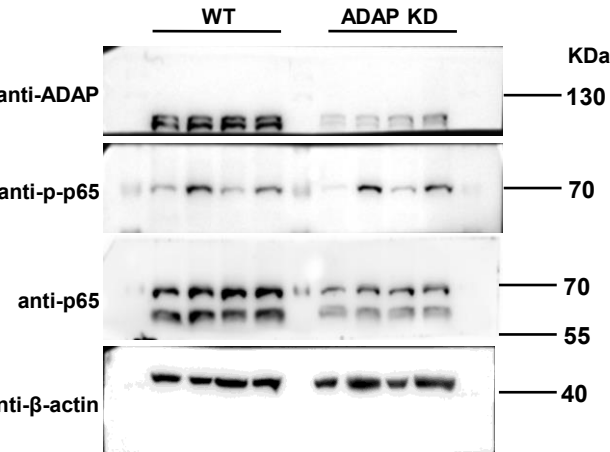

Fig. 7H

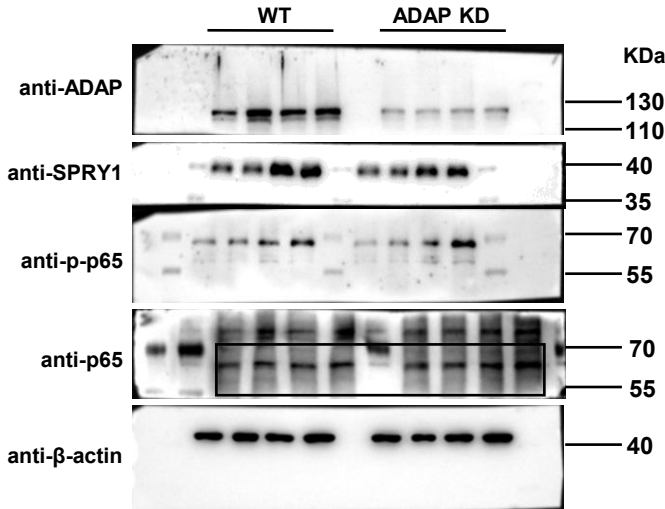

**Fig. S1 P**

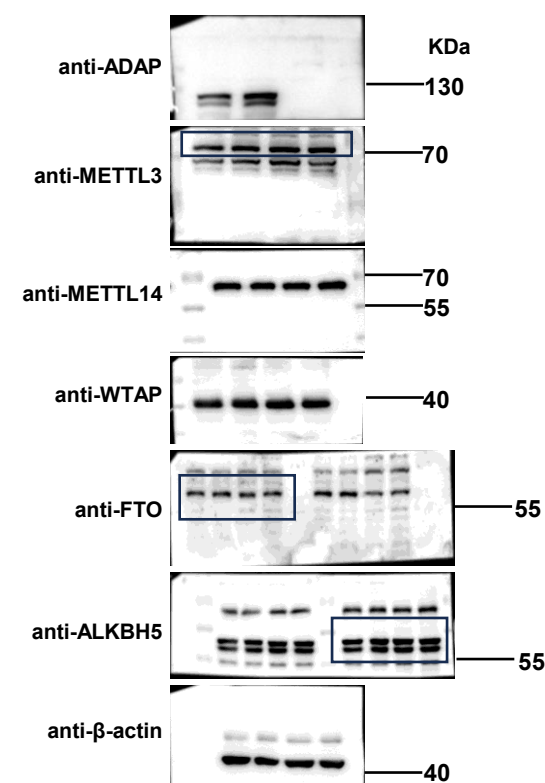

**Fig. S2 B**

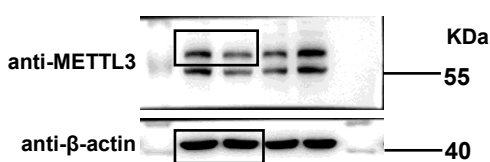

**Fig. S2 C**

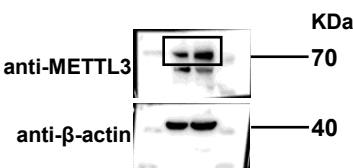

**Fig. S2 D**

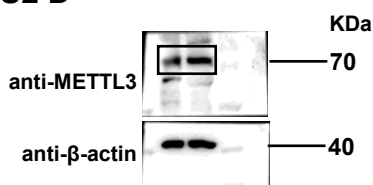

**Fig. S2 H**

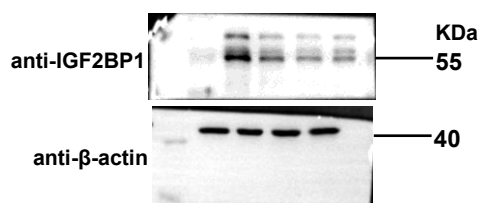

**Fig. S2 I**

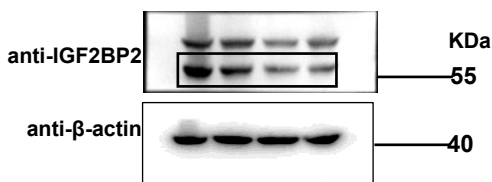

**Fig. S2 J**

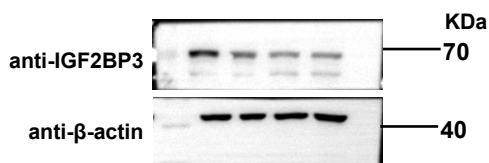

**Fig. S2 K**

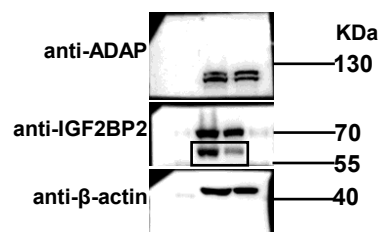

**Fig. S2 L**

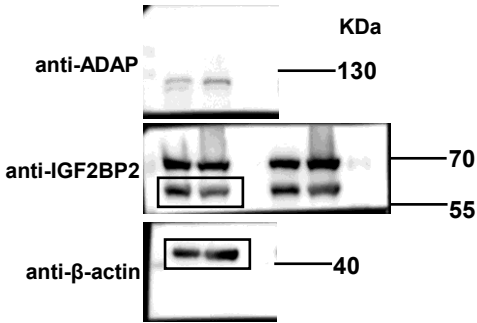

**Fig. S2 M**

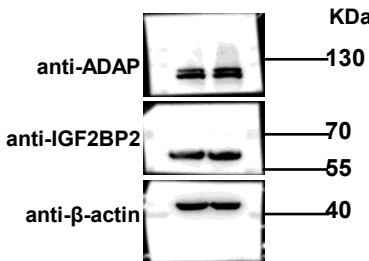

**Fig. S2 N**

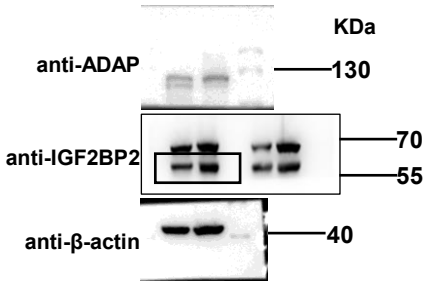

**Fig. S2 P**

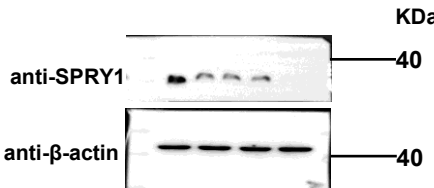

**Fig. S2 Q**

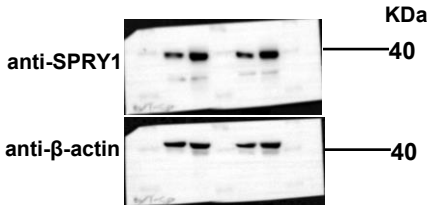

**Fig. S2 R**

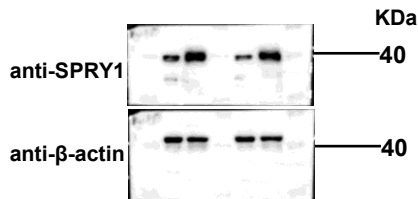

**Fig. S3 E**

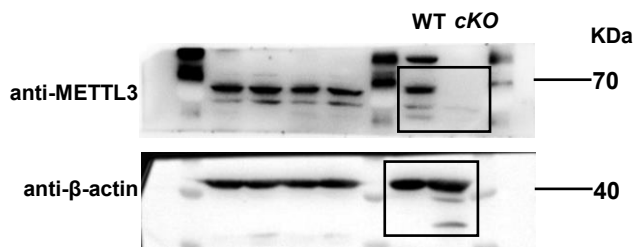

**Fig. S3 F**

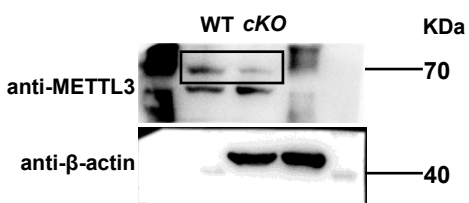

**Fig. S3 G**

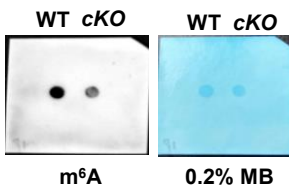

**Fig. S3 H**

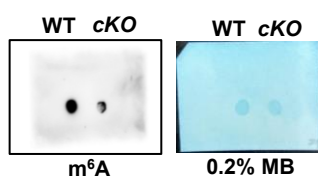

**Fig. S3 J**

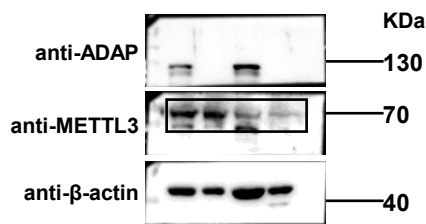

**Supplement:** Supplementary file 9 — Original western blots

How the deposited data were processed for this re-analysis (not part of the article)

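PMs from WT and *Adap*-/- mice, mock-treated or stimulated with 1 μg/ml LPS for 6 h, gave 16 libraries: 4 groups, 2 replicates per group, and 1 input and 1 IP library per replicate. The IP and input libraries with the same replicate number were taken, by their labels, as coming from the same fragmented RNA. Across peaks, which are not independent, the difference between replicates in IP followed that in input with r of 0.103 in *Adap*-/- LPS, 0.0753 in *Adap*-/- mock and 0.158 in WT LPS PMs, and of −0.167 in WT mock PMs. The counts thus gave no support for the labels of the WT mock libraries, and a setting with these numbers crossed was added. WT mock IP replicate 1 also held transcripts that LPS induces at 34.5% of their LPS input level, and *Adap*-/- mock IP replicate 2 at 30.5%. Such reads enter the difference between replicates in IP, so the correlations in mock-treated PMs cannot decide whether the labels are right. The replicate numbers of different groups were not taken as pairs, since the correlation of their differences across groups lay between −0.10 and 0.21 in the input libraries. The deposited table was made by the authors with the Omicsmart platform and holds raw read counts on merged peaks, with the gene, region and KEGG pathways of each peak. Its 8094 lines reduce to 7069 distinct peaks, because a peak with several genes is listed for each of them with identical counts. Of these peaks, 6144 have 1 gene and 925 more than 1, and 1151 genes have only shared peaks. The median peak length was 175 bases. The paper names neither the aligner, the peak caller nor the genome build, and all coordinates are those of the table. All count columns were mapped to a sample by their names and the sample descriptions.

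Total counts per IP library lay between 5728590 and 19030373, and per input library between 2121313 and 4325961. A mean input below 10 reads was found on 474 peaks, where a change in the IP-to-input ratio cannot be measured well. Library molecules were not marked before PCR, so the errors given cover what the counts show and not duplicated reads. The design had assumed a table of genes. As the table holds peaks, gene expression was taken as the input counts summed over all peaks annotated to a gene, which leaves out transcripts without a peak, and the m6A comparison was made per peak.

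Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, quasi-likelihood test, Benjamini-Hochberg adjustment). The 8 input libraries were fitted together with 1 mean per group. After filtering, 4742 genes were tested and 201 left out. Comparisons were *Adap*-/- LPS against WT LPS, LPS against mock within each genotype, *Adap*-/- mock against WT mock, and the difference between the LPS responses of the genotypes. The m6A fit used all 16 libraries and 7058 peaks, 11 having been left out. Its contrast was the IP-to-input ratio of 1 group against that of another. DEGs and changed peaks are given at an absolute log2 fold change above 1 with an unadjusted p below 0.05 (the unadjusted thresholds) and with an adjusted p below 0.05. The paper gives the values 1 and 0.05 for DEGs without saying whether its p was adjusted, and it gives none for m6A peaks. Standard errors were derived from the log2 fold change and the F statistic. Normalized values are TMM-scaled CPM. Where all libraries of a group had no more than 3 counts, a fold is given as a lower bound against 3 counts.

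KEGG pathways with at least 10 tested genes were tested with camera (preset correlation 0.01 and estimated correlation) and fry of limma 3.58.1, and by one-sided Fisher's exact tests against the tested genes with a pathway. Gene lists fixed before the data were examined covered the m6A regulators of Fig. S1, the 4 overlap genes, the cytokines of Fig. 2, the polarization markers of Fig. 3I, the targeted gene, sex-linked genes, interferon-stimulated genes, and markers of neutrophils, B cells, T cells, eosinophils, mast cells, fibroblasts and mesothelium, resident peritoneal macrophages and recruited monocytes. A list test was used only where at least 80% of its genes were tested. Genes within 20 Mb of *Fyb1* were compared with all others by Fisher's exact test. Genes named in the text are those the paper names, and for each comparison the first 5 higher and the first 5 lower by fitted log2 fold change among genes with an adjusted p below 0.05 and non-overlapping replicates. A gene given as a lower bound is not ranked by size against the others. Other names were chosen after their values were seen, and the text says so.

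The steps were tested on simulated data. The genes and peaks given a change were drawn only from those with many reads, so the recovery does not cover the others. Of 200 genes given a change, 198 were called among 4677 tested, with 15 false calls. Of 200 peaks, 78 were called among 7056, with 4 false calls. With the common spread of the fit of all 16 libraries given to every peak, in IP and input alike, 10 of 200 peaks were called among 7057. There were 0 false calls. The IP and input libraries themselves differ in spread, so this setting does not match them closely.

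Alternatives fixed before the data were examined were DESeq2 1.42.0, RLE and upper-quartile scaling, no filter on low counts or at least 10 counts in every input library, the replicate number as a block, only the 4 libraries compared, a threshold of 1.5-fold, TMM within IP and within input libraries, windows of 5 and 40 Mb, other pathway tests, and leaving out each replicate in turn. Those added after seeing the data were only peaks with 1 gene, only the 8 LPS libraries (alone, with DESeq2, or with the culture as a block), the culture as a block (also with the numbers of WT mock crossed), IP counts alone, and pathways of genes with a changed peak. The GGAC motif was not analysed here because it needs the genome sequence. Values from RT-qPCR, immunoblots, ELISA and flow cytometry were not used here. The results for 3 genes are not reported here.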

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

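The tests of m6A capture, of an exchanged LPS IP library, of WT LPS RNA as the source, and of mock-type RNA in the WT LPS IP libraries (with the *Cd300lb* reads and the *Spry1* dilution), and the test of scaling on the interferon list, were chosen only after the result was seen. The other tests in this part were set before their results were seen.

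The LPS response differed by genotype for 36 of 4742 genes in the input libraries (adjusted p below 0.05 for the difference itself and an absolute log2 fold change above 1). The difference, the LPS response in *Adap*-/- PMs minus that in WT PMs, was positive for 8 and negative for 28. Positive differences included those of *Pa2g4* (2.05, standard error 0.47, adjusted p = 0.0366 from edgeR), *Phlda1* and ENSMUSG00000100113 (1.19 each, from the same 2 peaks) and *Arhgap22* (1.13, on a shared peak). *Pa2g4* fell with LPS in WT PMs (12.7 to 5.33 normalized CPM) and rose in *Adap*-/- PMs (4.25 to 7.49). Negative differences included those of *Ifit3* (−3.04, standard error 0.37, adjusted p = 0.000350), *Pydc3* (−1.92) and *Cfb*, whose 2 identifiers share their peaks (−1.83). In *Adap*-/- against WT PMs, *Ifit3* had 369 against 914 normalized CPM after LPS and 8.84 against 2.63 in mock. *Pydc3* had 817 against 938 after LPS and 10.9 against 3.23 in mock. *Cfb* was higher in *Adap*-/- PMs in both, with 1300 against 836 after LPS and 316 against 57.2 in mock. The difference of *Pydc3* lay between −3.16 and −1.26 with 1 mock WT replicate left out. All 36 genes kept their direction and their adjusted p below 0.05 under both RLE and upper-quartile scaling. These scalings moved the median of all genes by only −0.01 and 0.01 in this comparison, so they were no test of the scaling. Scaling would move all genes 1 way, whereas 8 of the differences were above 1 and 28 below −1. Scaling is therefore argued against as the source of both directions, and a smaller shared shift was not excluded. With DESeq2, 29 of the 36 were called again, and *Pa2g4*, *Phlda1* and ENSMUSG00000100113 were given no adjusted p. A difference in genotype and a difference in the handling of the cultures of a group stay open, since no batch is recorded and each group has 2 replicates.

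Of 10 interferon-stimulated genes fixed before the data were examined, 9 were tested, and all 9 had a smaller LPS response in *Adap*-/- PMs, with a median difference of −1.36 (8 past adjustment over all genes tested, 8 adjusted over the list alone, camera p = 5.14e-32, with an estimated correlation p = 0.000807, fry p = 0.000739). Several are among the 36 genes above. After LPS the list was lower in *Adap*-/- PMs, with a median of −0.77 (9 of 9 lower, 8 past adjustment, 9 adjusted over the list alone, camera p = 1.04e-11, estimated correlation p = 0.00682, fry p = 0.00123). In mock-treated PMs the median was 0.59 (8 of 9 higher, 5 past adjustment, 6 adjusted over the list alone), so the difference in response has a part from both treatments. *Cxcl10*, whose 2 peaks are shared with another gene, was the 1 member not past adjustment in either the LPS comparison or the difference in response. Against a weaker LPS response as a whole, 10000 random lists of 9 from 723 other genes that LPS induced in both genotypes gave medians whose middle 95% began at −0.37, and 0% were as low as the list. Among the 99 of them with an LPS response at least as large as the smallest of the list, the middle 95% began at −0.53. Against the scaling of the libraries, which these other genes share, their median was −0.0597. The other scalings moved the list little (−0.78 to −0.75) but also moved all genes by at most 0.02, so they decide nothing. A lower interferon arm of the response in *Adap*-/- PMs stays open. So does a difference between cultures in timing or handling, which was not tested.

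In 2 of the 4 mock IP libraries, transcripts that LPS induces were far above the level of their inputs. On 146 peaks of 72 genes, which left out the 17 peaks first looked at, *Adap*-/- mock IP replicate 2 had 73724 CPM and WT mock IP replicate 1 had 83482, or 30.5% and 34.5% of the level in the LPS input libraries. The other mock IP libraries had 10192 and 6024, and the 4 mock input libraries between 3388 and 5285. Capture by the m6A antibody of a low level of these transcripts is argued against, because the IP level was at least 14.0 times that of the library's own input, where no LPS-treated library was above 0.486. An LPS IP library in place of a mock one is argued against as well, because transcripts that LPS lowered were at least 3.47 times as high in these libraries as in any LPS IP library. Over the same 146 peaks, the values ranked with the LPS input libraries more closely than with the LPS IP libraries, by a difference in Spearman's rho of 0.201 in *Adap*-/- mock IP replicate 2 and 0.199 in WT mock IP replicate 1. Reads of LPS-treated input-type RNA in these libraries are therefore a candidate explanation. For *Adap*-/- mock IP replicate 2 the source would not be WT LPS RNA, as the reads on the *Fyb1* peaks missing from *Adap*-/- PMs came to 0.264% of the 379 expected from it. The IP libraries of mock-treated PMs enter the comparisons of LPS with mock and the spread of the fit of all 16 libraries, and not the IP-to-input values of LPS-treated PMs. The cultures as the source are argued against, because LPS transcripts in a mock culture would also be in its input. All 4 mock input libraries lay between 3388 and 5285 CPM. Whether the reads entered at the capture or the sequencing was not tested.

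In *Adap*-/- mock IP replicate 1, 101 reads fell on the 2 *Fyb1* peaks that had at most 5 reads in the *Adap*-/- input libraries. If reads of a WT LPS input-type library made up the share that the LPS transcripts of this library give, 68.5 would be expected, and the observed number was 1.47 times that. A small share of WT LPS input-type reads may thus account for them. The number of reads is small, the expectation rests on a share of 2.36%, the excess of the LPS transcripts over their level in the mock inputs, and reads of WT mock RNA were not set against it.

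Transcripts that LPS lowered were higher in both WT LPS IP libraries than in both *Adap*-/- LPS IP libraries. On 57 peaks of 39 genes, which left out the 6 peaks first looked at as well as *Cd300lb*, the WT LPS IP libraries had 1473 and 975 CPM, and the *Adap*-/- LPS IP libraries 444 and 449. The lowest WT value was 2.17 times the highest *Adap*-/- value, whereas the LPS inputs gave 0.890 for the same ratio. The LPS input libraries lay between 451 and 506, so capture of the RNA in their own input would need a specific gain in WT PMs. The values in the WT LPS IP libraries ranked with the mock input libraries (rho 0.901 and 0.811) more closely than with the mock IP libraries (rho 0.371 and 0.605). In the *Adap*-/- LPS IP libraries the order was the opposite (rho 0.135 and 0.491 against 0.690 and 0.741). The LPS input libraries ranked as the WT LPS IP libraries did, with rho between 0.908 and 0.941 against 0.254 to 0.351. The ranking therefore cannot tell input-type RNA of mock-treated from that of LPS-treated PMs, and only the level bears on that. Reads of mock input-type RNA, at 8.64% and 4.31% of the WT LPS IP libraries, may explain part of the 199 peaks called lower in *Adap*-/- PMs, of which 94 lay on the 979 peaks whose input fell by more than 2 on the log2 scale with LPS. A genotype difference in m6A on these transcripts stays open for the others.

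On *Cd300lb*, the reads expected from the share of mock-type RNA above were set against those observed in the WT LPS IP libraries. On the peak at 114814406 the observed reads were 0.865 and 0.818 times the expected number, and over all 4 peaks between 0.818 and 1.31 times. Reads of mock-type RNA in the WT LPS IP libraries are therefore a candidate source of the lower ratio in *Adap*-/- PMs. A change in m6A was not excluded. For *Spry1*, whose signal is higher in *Adap*-/- PMs, dilution by mock-type RNA is argued against, because its estimated share was at most 8.64% where 71.3% would be needed.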

How the results depend on the processing

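No test in this part was chosen only after a result was seen, whereas the alternatives using only peaks with 1 gene, only the 8 LPS libraries, the culture as a block or IP counts alone were chosen after seeing the data.

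Between *Adap*-/- and WT PMs after LPS, 156 genes passed the unadjusted thresholds. With at least 10 counts in every input library there were 87, of which 84 were among the 156, and fewer genes (4130) were tested. A threshold of 1.5-fold gave 494, and with adjustment 368 in place of 119. The same threshold gave 404 in place of 123 for *Adap*-/- mock against WT mock and 76 in place of 36 for the difference in LPS response, which follows from its construction. Under the remaining alternatives the count at the unadjusted thresholds lay between 130 and 164. For *Adap*-/- mock against WT mock, DESeq2 gave 78 (59 higher, 19 lower, 75 shared), and the cause was not tested. For the LPS responses within a genotype the totals stayed within 1.5 times. The lower genes did not with the threshold of 1.5-fold (1087 in place of 702 in WT and 961 in place of 583 in *Adap*-/- PMs), nor with upper-quartile scaling in *Adap*-/- PMs (904). Upper-quartile scaling shifted the median log2 fold change of all genes by −0.29 in WT and −0.28 in *Adap*-/- PMs, and the share of higher genes went from 55.5% to 40.8% and from 57.6% to 41.7%. It shifted the comparison of the genotypes after LPS by 0.02.

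For the IP-to-input ratio between *Adap*-/- and WT PMs after LPS, 292 peaks passed the unadjusted thresholds. The count lay between 272 and 318 under the other settings, except for IP counts alone, which gave 454. After adjustment 1 peak was called. The culture as a block, only the 8 LPS libraries, and both together gave 0, with 489, 806 and 934 peaks at an unadjusted p below 0.05. DESeq2 gave 29, and 51 with only the 8 LPS libraries. For WT LPS against WT mock, 0 were called (763 at an unadjusted p below 0.05), against 7 with the culture as a block, 28 with the WT mock numbers crossed and 197 with DESeq2. For *Adap*-/- LPS against *Adap*-/- mock the numbers were 0 (812 unadjusted), 6, 31 and 117. The cause was not tested for any of these. The biological coefficient of variation fell from 30.6% with all 16 libraries to 22.8% with the 8 LPS libraries.

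The reversed values were those of the 3 *Pou3f1* peaks in the IP counts alone, −0.64, −0.84 and −0.57, because that setting leaves out the input, which was lower in *Adap*-/- PMs. In *Spry1* input, the log2 fold change between the genotypes after LPS lay between 0.45 and 0.49 and was never called. With 1 replicate left out it was between 0.25 and 0.69. At least 10 counts in every input library leaves *Spry1* untested, and only peaks with 1 gene leaves *Cish* untested.

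In the window around *Fyb1* in mock-treated PMs, 5 Mb in place of 20 Mb gave p = 0.0412 at the unadjusted thresholds and 0.0258 with adjustment (one-sided Fisher's exact test), with 2 of 10 genes changed.

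Across the 80 values of named genes in a comparison, 541 recalculations kept direction and call, 13 lost the call and 4 gained it. Of the 13, 10 were given no adjusted p by DESeq2, and 3 were *Pou3f1* in mock-treated PMs. With 1 replicate left out, 344 stayed within the spread between replicates and 32 moved beyond it. Of the 11 peak values, 91 recalculations kept direction and call, 2 gained the call (*Cd300lb* at 114814406 with DESeq2) and 3 lost it. The alternatives for FPKM values were not run because the table holds counts. On *Spry1*, 3 and 2 or 4 and 0 input reads in mock-treated PMs limit every comparison of LPS with mock. The small recovery of changed peaks in data simulated with the same spread in IP and input (5%) limits what the adjusted m6A counts exclude.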

Differences from the paper's values

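The pathway test on genes with a changed peak was chosen only after the data were seen, and the other tests in this part were set before.

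At an absolute log2 fold change above 1 and an unadjusted p below 0.05, 89 genes were higher in *Adap*-/- than in WT PMs after LPS, against the paper's 140. Of the alternatives set before the data were examined, upper-quartile scaling (95) and no filter on low counts (94) came within 1.5 times of the paper's value, and DESeq2 (76), RLE scaling (88), at least 10 counts in every input library (44), the replicate block (90), only the 4 libraries compared (85) and the threshold of 1.5-fold (236) did not. The total of 156 against the paper's 207 and the lower genes, 67 against the paper's 67, did not differ by more than 1.5 times. The counts here cover only genes with a peak and only reads on peaks, whereas the paper's DEGs come from its RNA-seq. The genes tested and the measure may therefore differ, and equal counts need not be the same genes.

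For m6A, 292 peaks passed, against the paper's 128, and 199 of them were lower, against the paper's 29. At the unadjusted thresholds, none of the alternatives set before the data were examined closed either gap. TMM within IP and within input gave 291 and 203, the replicate block 272 and 186, and DESeq2 298 and 220. With adjustment, DESeq2 called 29 lower peaks, the paper's number, but 0 higher, against the paper's 99. The 93 higher peaks against the paper's 99 did not differ by more than 1.5 times. The numbers of peaks per group in the paper are called peaks, which the merged table does not hold, so no values were set beside them.

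The paper names *Pou3f1*, *Cish*, *Cd300lb* and *Spry1* as the genes on both lists. Here 17 genes were on both, where 10.3 would be expected by chance, and *Cd300lb* was the only one of those named by the paper. *Spry1* input was 0.47 on the log2 scale (standard error 0.47) and was not called under any setting run. It rests on 22 and 16 reads in *Adap*-/- PMs and 12 and 14 in WT PMs, so a real difference could be missed. By RT-qPCR, which was not used here, the paper reports higher *Spry1* mRNA in LPS-treated *Adap*-/- PMs. *Cish* input was 0.74 (adjusted p = 0.0686), and without adjustment it passed at the threshold of 1.5-fold, an alternative set before the data were examined. With only the 4 libraries compared, its adjusted p was 0.0212 (0.0212 to 0.503 over the alternatives). The peaks of *Spry1*, *Pou3f1* at 124552049 and *Cish* at 107178139 passed the unadjusted thresholds in edgeR fits of only the 8 LPS libraries, without and with the culture as a block, settings chosen after seeing the values, and none of them passed the adjustment. With DESeq2 on these libraries, also chosen after seeing the values, the peaks of *Pou3f1* and *Cish* passed these thresholds and that of *Spry1* did not. The *Cish* peak passed as well with IP counts alone and with the culture as a block and the WT mock numbers crossed, both chosen after seeing the values.

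The paper ties the TNF and NF-κB pathways to the genes with changed m6A. Here neither passed the adjustment, for DEGs (adjusted p = 1 and 0.739) or for genes with a changed peak (adjusted p = 1 for both). Without adjustment, the NF-κB pathway had p = 0.0467 for DEGs (one-sided Fisher's exact test) and p = 0.0281 in camera. The paper reports raised *Tnf*, *Il1b* and *Il6* mRNA in LPS-treated *Adap*-/- PMs by RT-qPCR. In the input libraries, *Il1b* was higher by 1.15 on the log2 scale (adjusted p = 0.00101 from edgeR), and *Tnf* (0.40, adjusted p = 0.135) and *Il6* (0.28, adjusted p = 0.312) were higher without passing the adjustment, *Il6* being −0.0243 without WT LPS replicate 2. With only the 4 libraries compared, an alternative set before the data were examined, *Tnf* had an adjusted p of 0.0348. The paper reports unchanged m6A regulators by RT-qPCR, and in the input libraries *Ythdf1* was lower by a log2 fold change of −0.50 after LPS (adjusted p = 0.00329) and *Ythdf3* higher by 0.43 in mock-treated PMs (adjusted p = 0.00559). *Ythdf3* also passed after LPS with at least 10 counts in every input library (adjusted p = 0.0500).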

Other observations

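The test of genes on other chromosomes than *Fyb1* was chosen only after the result was seen, and the tests of the window around *Fyb1* and of the IP efficiency were set before.

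With LPS, 876 genes were higher and 702 lower in WT PMs, and 792 higher and 583 lower in *Adap*-/- PMs (adjusted p below 0.05 from edgeR, absolute log2 fold change above 1). By fitted log2 fold change, the first higher genes in WT PMs were *Lhx2* (at least 55.4-fold), *Il12a* (log2 fold change 10.13), *Il6* (9.79), *Nos2* (9.52) and ENSMUSG00000113619 (at least 133-fold, on a shared peak). The first lower genes were *Tenm4* (at least 3.24-fold), *Haus8* (at least 3.23-fold), ENSMUSG00000044092 (at least 2.73-fold, on a shared peak), *Cnr2* (at least 35.8-fold) and *Gstm2* (at least 2.34-fold). In *Adap*-/- PMs, the first higher genes were *Serpina3f* (at least 205-fold), *Il6* (11.09), *Csf3* (at least 223-fold), *Nos2* (10.01) and *Il1b* (9.88), and the first lower genes *Bach2* (at least 2.92-fold, 1 of 2 peaks shared), *Kif19* (at least 27.6-fold), *St6gal1* (−5.64), *Dbp* (at least 9.68-fold) and *Cd300lb* (−5.11). Genes given as a lower bound are not ranked by size, and some of the bounds are below the measured falls of other genes. The bound for *Haus8* was 2.14 without WT mock replicate 1, and that for *Bach2* was 1.94 times smaller without *Adap*-/- mock replicate 1. With 1 mock replicate left out in WT PMs, *Il12a* reached 10.85 without replicate 2 and *Il6* 10.69 without replicate 1. *Nos2* in WT PMs was 8.83 without mock replicate 1 and 10.66 without mock replicate 2. *St6gal1* in *Adap*-/- PMs was −6.73 without *Adap*-/- LPS replicate 1.

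In mock-treated PMs, 79 genes were higher and 44 lower in *Adap*-/- than in WT PMs. By fitted log2 fold change, the first higher genes were *Eno1* and ENSMUSG00000118267 (1 shared peak), *Adgb* (3.54), *Rasgrp1* (3.01) and *Ltbp1* (2.72). The first lower genes were *Serpina3f* (at least 4.77-fold), *Zfp54* (ENSMUSG00000078495, −2.95), *Tgtp1* (−2.76, on shared peaks), *Fyb1* (−2.58) and *Serpina3g* (−2.28). In *Adgb*, *Rasgrp1* and *Zfp54* the lower group had 5 and 1, 1 and 4, and 24 and 2 reads in its replicates. *Adgb* was 4.97 without WT mock replicate 1 and 2.87 without WT mock replicate 2. *Rasgrp1* was 4.26 without WT mock replicate 2, and 2.32 without WT mock replicate 1 or without *Adap*-/- mock replicate 2. *Zfp54* was −5.62 without *Adap*-/- mock replicate 1 and −2.02 without *Adap*-/- mock replicate 2. Without WT mock replicate 2, *Tgtp1* was −1.38 and *Serpina3g* −1.04, and without WT mock replicate 1 they were −3.46 and −2.95. The bound for *Serpina3f* rests on WT mock replicate 2 as well, since replicate 1 had 3 reads and replicate 2 had 24, and without replicate 2 it was 1.01. The peak shared by *Eno1* and ENSMUSG00000118267 had 632 and 2077 reads in *Adap*-/- mock PMs and 3 in each WT mock library, a ratio of 425. Its reads cannot be assigned to either gene alone. Without *Adap*-/- mock replicate 2 this peak was at least 211-fold higher. DESeq2's independent filtering gave no adjusted p for *Adgb*, *Ltbp1* and *Zfp54*. Sequence carried over around *Fyb1* from the strain of the targeted cells was considered. Within 20 Mb, 2 of 19 genes changed, against 120 of 4722 elsewhere (one-sided Fisher's exact test, p = 0.0845), which could go either way with so few genes, as 5 Mb gave 0.0258 and 40 Mb 0.208. *Fyb1* itself was left out of these counts. After LPS, 1 of 19 changed (the same exact test, p = 0.381). The window cannot account for most of the differences, because 96.7% of the 122 changed genes other than *Fyb1* lie on other chromosomes.

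More m6A peaks were called lower than higher in *Adap*-/- PMs after LPS (199 against 93). Across peaks, which are not independent replicates, the change did not follow the enrichment in mock-treated PMs (Spearman's rho 0.0886, and −0.0451 among peaks that LPS left unchanged in input). That enrichment comes partly from the mock IP libraries with LPS transcripts. The IP libraries also followed their own inputs more closely in both WT LPS replicates (rho 0.925 and 0.899) than in both *Adap*-/- LPS replicates (rho 0.867 and 0.887). A different efficiency of the immunoprecipitation between the genotypes therefore stays open. Among the 76 peaks whose input fell by more than 4 on the log2 scale with LPS, 29 were called lower and 0 higher, and among the 807 whose input rose by more than 1, 0 were called in either direction.

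Of the lists of genes fixed before the data were examined, 7 of 15 m6A regulators were tested, with a median log2 fold change of 0.04 after LPS (4 higher and 3 lower, 1 past adjustment, 1 adjusted over the list alone). *Mettl3*, *Mettl14*, *Fto* and *Hnrnpc* are not in the table. The cytokines had a median of 0.40 (3 of 3 higher, 1 past adjustment, 2 adjusted over the list alone, camera p = 0.0130, with an estimated correlation p = 0.197, fry p = 0.0947). *Cd86*, the 1 of 2 polarization markers tested, was −0.38 (adjusted p = 0.149). Of 6 resident macrophage markers, *Adgre1* (0.93, adjusted p = 0.0554) and *Cd5l* (0.44, adjusted p = 0.0233) were tested. The Y-linked gene *Kdm5d* was the 1 of 5 sex-linked genes tested, with between 18 and 53 reads in each of the 8 input libraries. None of the markers of neutrophils, B cells, T cells, eosinophils, mast cells, fibroblasts and mesothelium or recruited monocytes was tested, because the table holds only genes with a peak, so the cell composition cannot be judged from it.

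In the mock IP libraries that hold LPS transcripts, the *Spry1* peak had no reads, where 8.24 (*Adap*-/- replicate 2) and 7.23 (WT replicate 1) would be expected from the share of LPS input-type reads. Among 47 peaks of other low transcripts, with between 2 and 10 CPM in the LPS inputs and at least 4 times less in the mock inputs, 23 and 14 had no reads in these libraries, although their sums reached 45.6% and 47.3% of the LPS input level. The other mock IP libraries went the other way on *Spry1*, with 31 reads where 1.49 would be expected (*Adap*-/- replicate 1) and 14 where 0.195 would be (WT replicate 2). Of the 47 peaks, 5 and 18 had no reads there, and the sums were 25.3% and 22.8%. No explanation was tested for this.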
